# PRMT1 inhibition induces differentiation of colon cancer cells

**DOI:** 10.1038/s41598-020-77028-8

**Published:** 2020-11-18

**Authors:** Alexander Plotnikov, Noga Kozer, Galit Cohen, Silvia Carvalho, Shirly Duberstein, Ofir Almog, Leonardo Javier Solmesky, Khriesto A. Shurrush, Ilana Babaev, Sima Benjamin, Shlomit Gilad, Meital Kupervaser, Yishai Levin, Michael Gershovits, Danny Ben-Avraham, Haim Michael Barr

**Keywords:** Cancer, Chemical biology, Drug discovery, Cell biology

## Abstract

Differentiation therapy has been recently revisited as a prospective approach in cancer therapy by targeting the aberrant growth, and repairing the differentiation and cell death programs of cancer cells. However, differentiation therapy of solid tumors is a challenging issue and progress in this field is limited. We performed High Throughput Screening (HTS) using a novel dual multiplex assay to discover compounds, which induce differentiation of human colon cancer cells. Here we show that the protein arginine methyl transferase (PRMT) type 1 inhibitor, MS023, is a potent inducer of colon cancer cell differentiation with a large therapeutic window. Differentiation changes in the highly aggressive human colon cancer cell line (HT-29) were proved by proteomic and genomic approaches. Growth of HT-29 xenograft in nude mice was significantly delayed upon MS023 treatment and immunohistochemistry of tumor indicated differentiation changes. These findings may lead to development of clinically effective anti-cancer drugs based on the mechanism of cancer cell differentiation.

## Introduction

Colorectal cancer (CRC) is the third most commonly occurring cancer in men and the second most commonly occurring cancer in women, with over 1.8 million new cases in 2018^1^. The major approach for the treatments of CRC are surgery and chemotherapy, while emerging anti CRC therapies such as anti-angiogenetic therapy^2^, anti-growth factor therapy^3^, and immunotherapy^4^ were also proposed. Standard of care chemotherapy may eradicate cancer cells, but the aggressive cells can survive and resistance gradually develops. In contrast, differentiation therapy aims not to eradicate cancer bulk, but rather directs cancer cells towards inhibited proliferation and restoration of the apoptotic program, while maintaining a limited toxicity^5^. Starting from the late 1970s, there were numerous attempts to apply different kinds of chemical molecules in order to induce cancer cell differentiation^6^. Differentiation therapy has been clinically used for acute leukemia treatment^7^ and demonstrated encouraging results. In contrast to hemoproliferative disease, differentiation therapy of solid tumors is a problematic matter. Possible explanation of this is the fact that in comparison to leukemia, solid tumors have complex genetic basis and involve activation/inhibition of multiple oncogenic/differentiation pathways^8^. Several approaches of differentiation pathway targeting were reported^9^. There are usage of signaling molecules, such as retinoic acid (RA)^7^, cAMP^10^, retinoids^11^, peroxisome proliferator-activated receptor—γ (PPARγ) antagonist^12^, PTPRK-RSPO3 function-blocking antibodies^13^, inhibition of IDH1 in IDH1-mutant tumors^14^, inhibition of aurora kinase^15^, epigenetic modulators of Bromodomain-containing protein 4 (BRD4i)^16^, administration of bone morphogenetic proteins^17^, such as enhanced variant of BMP7^18^ and inhibition of histone deacetylase (HDAC). A number of HDAC inhibitors were evaluated in clinical trials and some of them such as vorinostat (SAHA), romidepsin (depsipeptide) and belinostat (PXD-101) have been approved for therapy of blood cancers by the US Food and Drug Administration (FDA)^19^. Entinostat, an advanced HDACi, was evaluated in combination with azacitidine, a demethylating agent in a phase II multi-institutional study in metastatic CRC patients. The authors reported a tolerable therapy, however without significant clinical activity^20^. Current data suggests that differentiation therapy can be an effective anti-cancer treatment approach, though discovery of new pro differentiation molecules with a higher therapeutic index is essential.

Morphologically, the differentiation changes of cancer cells can be evidenced by the formation of dome**-**like structures, a characteristic of increased water absorption, improved tight junction (TJ) function, and features reminiscent of polarized epithelial cells. Molecular differentiation biomarkers include sodium hydrogen exchanger, NHE3, and the cytoskeletal proteins villin, gelsolin^21^. The expression and localization of TJ members such as E-Cadherin and zonula occludens-1 (ZO-1) proteins indicates the status of cell differentiation^22,23^. An ubiquitous biochemical marker of cell differentiation in colon epithelial cells is the high activity of the enzyme alkaline phosphatase (ALP)^24,25^. While differentiated intestine epithelial cells express relatively large levels of the enzyme^26^, the activity of ALP in poorly differentiated colon cancer cells is known to be low or negligible^27,28^. Recently, a panel of 33 colon cancer cells lines were screened for differentiation effect of HDACi^25^ by measurement of ALP activity following treatment. The authors showed that colon cancer cell lines differ in their response to butyrate induction of ALP, where HT-29 was reported as responsive and HCT-116 as non-responsive cell line.

We recently developed a new multiplex assay applicable for HTS, where ALP activity can be measured and normalized per live cell number in the same well—CDP/CTG assay^29^. This method allows a rapid screening of compounds, which can induce differentiation of responsive colon cancer cells, using affordable and commercially available reagents. We performed a phenotypic HTS screen in HT-29 cells and discovered PRMT type 1 inhibitor, MS023, as a potent inducer of ALP activity promoting cell differentiation phenotype.

PRMT type 1 consists of 6 different enzymes: PRMT1,2,3,4,6 and 8^30^. PRMTs catalyze the transfer of methyl group from AdoMet (SAM) to guanidine-nitrogen atom that results in the methylation of arginine^31^. Arginine methylation is an important post-translational modification of proteins involved in various cellular processes such as gene regulation, RNA processing, DNA damage response, and signal transduction^32^. PRMT1 was reported to be responsible for about 90% of arginine methylation in mammalian cells^33^. Overexpression of PRMT type 1 is associated with many types of cancer. PRMT1 subtype was reported to be upregulated in colon cancer and it is associated with poor prognosis^34,35^. We confirmed PRMT1 as the main target of MS023, responsible for differentiation phenomenon, indicating a new application for PRMT1 inhibitors.

## Results

### HTS for compounds inducing differentiation of colon cancer cells

Some cell lines were reported to be irresponsive for ALP induction by the differentiation agent sodium butyrate (SB)^25^. Therefore choosing a suitable cellular model is an essential for a HTS campaign. Two colon cancer cell lines HT-29 and HCT-116, and a normal colon epithelial cell line CCD-841 were tested for basal ALP activity. As expected, both cancer cell lines had very low ALP activity, while activity of the enzyme in CCD-841 cells was significantly higher (Fig. 1a). SB was reported as an inducer of differentiation in HT-29 cells^25^. Therefore we examined the effect of this molecule on ALP activity and found a dose dependent increase of activity together with a reduction in cell number after 5 days of treatment (Fig. 1b). Short duration (5 h) of SB treatment did not affect ALP signal or cell viability (Supplementary Fig. S1), suggesting a modulation of the phenotype rather than a direct impact on ALP enzyme activity and cell survival. Based on this data, HT-29 was considered as a suitable candidate for the HTS screening, and SB can be used as a positive control for phenotypic modulation. 5790 compounds from different chemical libraries, including 30 compounds from The Structural Genomics Consortium (SGC) Epigenetic Chemical Probe Collection, were screened at 10 µM concentration for their ability to induce ALP activity and delay growth of HT-29 cells (Z′ > 0.4). Entinostat, a well-known histone deacetylase (HDAC) inhibitor, potently induced ALP activity, however its toxicity in the primary screen was ~ 91%, leading us to de-prioritize this compound. However, due to the superior potency of entinostat over SB, it was used in further experiments as a control. Entinostat was toxic for normal cells, while its effect on colon cancer cells was stronger (Growth Inhibition of 50% (GI50) was 8.3 µM and 1.2 µM, respectively). The most pronounced ALP-inducing hit was PRMT type 1 inhibitor MS023. Figure 2a shows that MS023 moderately increased ALP activity in comparison to entinostat (e.g. 5-fold increase versus about 30-fold increase respectively at 2.5 µM). Effective concentration of 50% (EC50) of MS023 was 5.8 µM, and it significantly delays HT-29 cell proliferation (GI50 was 2.3 µM). Importantly, MS023 had no effect on either ALP activity or proliferation of CCD-841 cells. Interestingly, MS023 reduced cell growth in four colon cancer cell lines, previously reported as irresponsive to SB treatment^25^: HCT-116, Colo-205, SW-620, and HCT-15 (Table 1). This suggests that MS023 effect was not cell line specific^36^.

**Figure 1:**
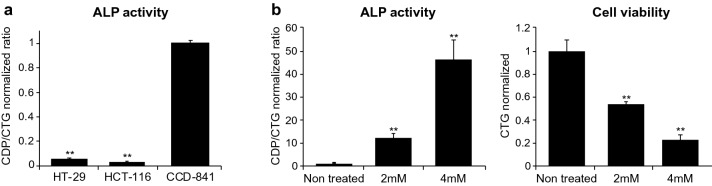
ALP activity in normal epithelial cell is much higher than in colon cancer cells; sodium butyrate (SB) increases ALP activity in colon cancer cells. (**a**) ALP activity in colon cancer cells (HT-29 and HCT-116) and normal colon epithelial cells (CCD-841). Graph represents mean ± SEM from three independent experiments. Statistical significances of ALP activity in cancer cells versus normal cells are indicated. (**b**) Effect of SB in the indicated concentrations on ALP activity and colon cancer cell (HT-29) growth, 5 days after treatment. Graphs represent mean ± SEM. from three independent experiments. Statistical significances of ALP activity and cell viability between non-treated and SB treated cells are indicated.

**Figure 2:**
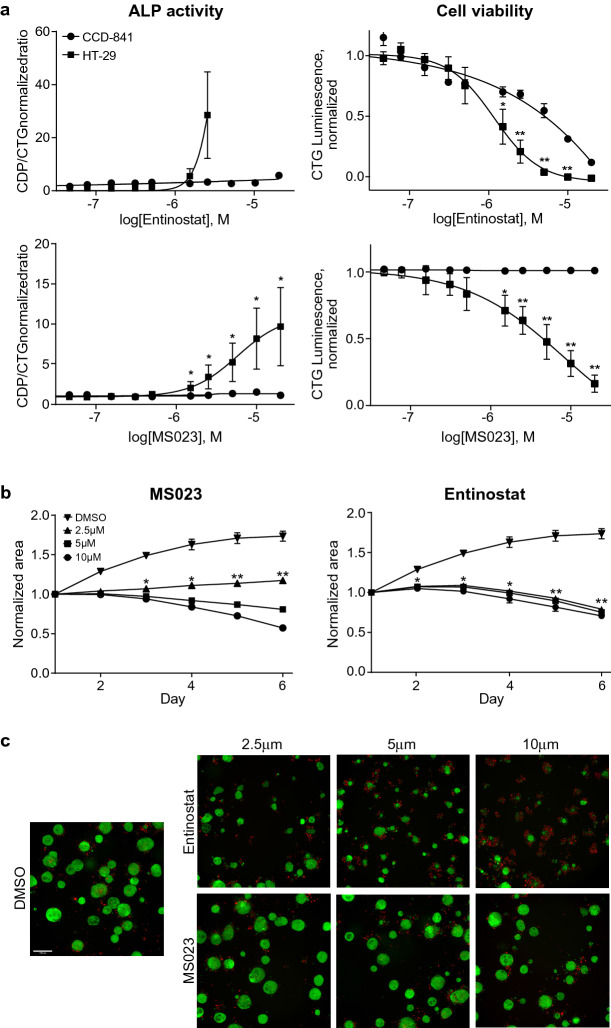
MS023 and entinostat significantly increase ALP activity and delay growth of colon cancer cells in 2D and 3D cultures. (**a**) Effect of PRMT type 1 inhibitor (MS023) and HDAC inhibitor (entinostat) on normal (CCD-841) and colon cancer (HT-29) cell growth and ALP activity in 2D culture, 5 days after treatment. The data is normalized relatively to DMSO treated cells. Graphs represent mean ± SEM from four independent experiments. Statistical significances of ALP activity in cancer cells versus normal cells are indicated. (**b**) Effect of PRMT type 1 inhibitor (MS023) and HDAC inhibitor (entinostat) on growth kinetics of HT-29 GFP expressing colon cancer spheroids (1–6 days after treatment). Graphs represent total mean spheroid area ± SEM. Statistical significances of spheroid cell growth in DMSO versus compounds treated spheroids are indicated. Graphs in (**a**) and (**b**) were made using GraphPad Prism version 8.4.3 for Windows, GraphPad Software, San Diego California USA (www.graphpad.com). (**c**) Representative pictures of the spheroids, 6 days after treatment. Green—HT-29-GFP spheroids, red—propidium iodide staining (dead cells), × 10 magnification, scale bar 200 µm.

**Table 1:** Fold increase of ALP activity and percent of viable cells in indicated colon cancer cell lines treated with 20 µM of MS023 for 5 days, compared with DMSO treated control, mean ± SEM.

Cell line	ALP activity, fold ± SE	Cells, percent ± SE
HT-29	7.9 ± 0.14	38 ± 0.3
HCT-116	0.9 ± 0.02	53 ± 0.5
HCT-15	1.4 ± 0.15	46 ± 0.4
Colo-205	2.6 ± 0.12	33 ± 0.3
SW-620	1.5 ± 0.26	43 ± 0.4

Three dimensional cultures (3D, tumor spheroids and organoids) are believed to be an improved in vitro model since they represent a more physiologically relevant pattern of cell growth. In comparison to monolayer, 3D culture may demonstrate profound differences in proliferation, differentiation, morphology and other cellular functions^37^. HT-29 rapidly forms spheroids in an alginate-based matrix. Following formation of established spheroids (5 days), MS023, entinostat or vehicle (DMSO) were added and growth was monitored during 6 additional days. In order to detect dead cells, we performed propidium iodide (PI) staining of the spheroids shortly before imaging (Fig. 2b,c). While entinostat rapidly induced cytotoxic effect, MS023 showed reduced growth, but low toxicity. Thus, PRMT type 1 inhibition induces effects associated with cell differentiation in both monolayer and 3D culture.

### Target validation: inhibition of PRMT1 mediates a differentiated phenotype

Due to the well-defined target, selectivity of a chemical probe, inactive but structurally similar compounds are extremely useful. MS094 is a close analog of MS023, and was reported to be inactive against PRMT type 1 in biochemical assays^38^. Indeed, MS094 failed to induce ALP activity in HT-29 cells and did not affect cell proliferation (Fig. 3a), confirming that engagement of PRMT type 1 is likely driving the observed phenotype. MS023 was reported to be a potent inhibitor of PRMT1, 3, 4, 6 and 8^38^. Chemical probes of PRMT3, 4 and 6 (SGC707, TP-064 and MS049) are present in the Epigenetic Chemical Probe Collection (SGC) library, and they were unable to induce a differentiated phenotype in colon cancer cells, while PRMT8 is a brain specific protein^39^. Considering the selectivity profile of the epigenetic probe library, it is likely that PRMT1 is the sole target driving the probe induced differentiation phenotype. In order to prove this hypothesis, we employed genetic ablation of PRMT1 using siRNA. As shown in Fig. 3b,c we observed a significant elevation of ALP activity and growth delay in siPRMT1 treated HT-29 cells compared to controls (Full-length blots from Fig. 3c are shown in Supplementary Fig. S2).

**Figure 3:**
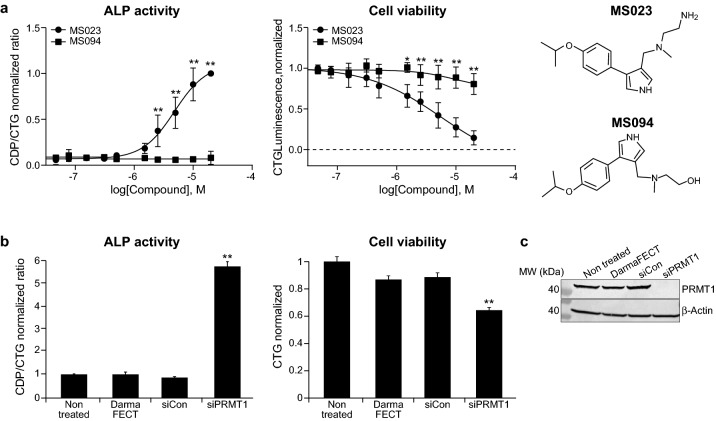
PRMT1 inhibition/knock down mediates differentiation phenotype in colon cancer cells. (**a**) Effect of PRMT type 1 inhibitor (MS023) and its inactive analog (MS094) on colon cancer cell (HT-29) growth and ALP activity, 5 days after treatment. The data is normalized relatively to DMSO treated cells. Graphs represent mean ± SEM from three independent experiments. Graph was made using GraphPad Prism version 8.4.3 for Windows, GraphPad Software, San Diego California USA (www.graphpad.com). Statistical significances of ALP activity and cell viability between MS023 and MS094 treated cells are indicated. Chemical structures of the compounds are shown on the right side of the graph. (**b**) Effect of PRMT1 knock down on HT-29 growth and ALP activity, 5 days after treatment. Groups: non treated cells, DharmaFECT – cells treated with transfection reagent alone, siCon, cell transfected with relevant control siRNA, siPRMT1—cells transfected with siPRMT1. Graphs represent mean ± SEM from three independent experiments. Statistical significance of ALP activity and cell viability between siPRMT1 and others groups is indicated. (**c**) Western blot analysis of PRMT1 expression in the indicated groups of HT-29 cells, 5 days after transfection. Full-length blots are presented in Supplementary Fig. S2.

### Target validation: cellular thermal shift assay (CETSA) validate PRMT1 as a target of MS023.

CETSA is a well-established assay for target validation and evaluation of physiological binding conditions inside of cells^40^. First, stabilization of PRMT1 by MS023 was analyzed in living HT-29 cells using temperature gradient. We found a significant PRMT1 stability shift compared with DMSO treated control (about 12 °C) (Fig. 4a). While PRMT1 band completely disappeared at the temperature of 60 °C in the group of DMSO treated cells, similar effect in MS023 treated group was observed in the temperature of 72 °C. In order to more quantitatively understand the MS023 binding affinity, we performed isothermal dose response fingerprint analysis based CETSA. Figure 4b shows MS023 dose dependent stabilization of PRMT1. Full-length blots from Fig. 4a,b are shown in Supplementary Figs. S3 and S4 respectively).

**Figure 4:**
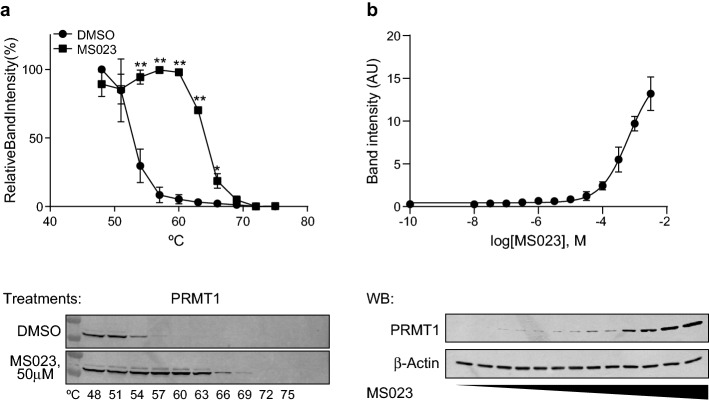
MS023 stabilizes PRMT1. (**a**) Cellular thermal shift assay of MS023 in HT-29 cells. Graph represents relative PRMT1 band intensities of the indicated samples ± SEM from three independent experiments. Representative PRMT1 Western blots of each sample are shown. Statistical significances between MS023 and DMSO are indicated. The analysis was performed simultaneously in the MS023 and DMSO samples with same time of the exposure. Full-length blots are presented in Supplementary Fig. S3. (**b**) Isothermal (at 63 °C) dose response fingerprints in HT-29 cells. Graph represents relative PRMT1 band intensities of the indicated samples ± SEM from three independent experiments. Graphs in **a** and **b** were made using GraphPad Prism version 8.4.3 for Windows, GraphPad Software, San Diego California USA (www.graphpad.com). Representative PRMT1 and actin Western blots of each sample are shown. Full-length blots are presented in Supplementary Fig. S4.

### Phenotype validation: PRMT1 inhibition drives colon cancer cell differentiation

Broad changes in gene expression patterns are expected after treatments with differentiation inducing chemical probes. 

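HT-29 colon cancer cells were treated for 5 days with DMSO (n = 4), with 1.5 µM entinostat, an inhibitor of histone deacetylases (n = 4), or with 5 µM MS023, an inhibitor of type I PRMTs (n = 4), and polyadenylated RNA was sequenced in 12 libraries. The sample labels leave a doubt about MS023: their treatment tags read MS023 for replicate 1 and MS024, MS025 and MS026 for the other replicates, while the titles and Fig. 5 name MS023 for all 4, which were taken as MS023 here. The paper's methods also name MS024, in the quality control of compounds, which raises the doubt for replicate 2. By chi-square per gene, counts of replicate 2 differed from those of MS023 replicates 1, 3 and 4 by 1.56, 1.65 and 3.20. From the DMSO libraries they differed by 67.0 to 73.3. These values argue against a compound with another effect in replicate 2, but cannot exclude one that acts alike. The authors trimmed the reads, mapped them to GRCh38 with the annotation of Ensembl release 92, and deposited the number of reads that htseq-count assigned to each of 58395 genes, without normalization. The paper's text does not name the strand setting of that counting, so counts of overlapping and antisense genes are uncertain. Total counts on genes ranged from 14473477 to 16738131 per library in DMSO (median 15751423), from 15099885 to 17342262 under MS023 (median 17128013.5) and from 15986861 to 18876345 under entinostat (median 17326106.5). The paper's methods state between 22 and 26 M reads sequenced per sample, and the values here use the counts on genes. Gene symbols were taken from GENCODE release 44 by Ensembl identifier, and 57754 identifiers had a symbol. The 20340 genes with at least 10 counts summed over the 12 libraries were tested in one fit with edgeR's quasi-likelihood F-test after TMM normalization, and p-values were adjusted with the procedure of Benjamini and Hochberg. Differentially expressed genes had an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1, the thresholds in the paper's methods. The paper used DESeq2, which was run here as an alternative. In simulated counts with 200 changed genes, the edgeR test recovered 197 of them and called 2 unchanged genes. The changed genes had an expected DMSO count of at least 10 and changes past the fold change threshold. Recovery of genes with fewer counts, and errors where many genes change, were not measured by this simulation.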

Since both entinostat and MS023 treatments drove an increase in ALP activity, the associated gene-expression profile of each phenotype was examined. 

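With MS023, 3795 of 20340 genes were differentially expressed against DMSO (n = 4 libraries per group), 3135 higher and 660 lower. Entinostat changed 3248 genes, 2368 higher and 880 lower. Both treatments changed 1312 genes, while 2483 were changed by MS023 only and 1936 by entinostat only, so that 22.9% of the 5731 genes changed by either treatment were changed by both. Of the 1312 shared genes, 1095 changed in the same direction and 217 in opposite directions. Lists of these sizes drawn without any relation would share 606 genes. Because both comparisons use the same DMSO libraries, unchanged groups were simulated against those libraries 20 times, and no gene was called under both. Nothing changes in those groups, and a count of 0 there does not measure the overlap among genes that do change. At an unadjusted p under 0.05 (edgeR), 198 genes on average were shared in the simulations and 9073 in the data. How much the shared libraries add to the 1312 genes was not tested. Across all genes tested, which are not independent replicates, Pearson's r between the log2 fold changes of the 2 treatments was 0.379. The shared DMSO libraries gave 0.527 on average in the simulations, where every fold change is noise. That value is no baseline for data in which many genes change, so it does not decide how alike the treatments are. The numbers moved most when the fold change threshold was left out, to 12198 genes under MS023, 11380 under entinostat and 8407 under both.

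Among genes with a mean of at least 100 normalized counts over the compared libraries, changed the same way in every replicate, the largest rises under MS023 were those of ALPG (log2 fold change 6.51), CD33 (5.59) and IFITM1 (5.39), and the largest falls those of MGMT (-5.05), UGT1A8 (-4.32) and NDUFA4L2 (-4.21). Under entinostat, SERPINB3 had no count in any DMSO library and was at least 115-fold higher, CD79A was also among the largest rises (log2 fold change 7.47), and the largest falls were those of PHGR1 (-4.27), LOXL1 (-4.11) and HSD17B2 (-3.98). Among the genes named here, IFITM1 had the highest adjusted p-value (3.79e-18, edgeR's quasi-likelihood test). ALPG, IFITM1, SERPINB3 and UGT1A8 have close paralogs or share exons with neighbouring genes, and reads could have been split between them.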

Figure 5a shows that in spite of some overlap, the majority of genes changed differently. 

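The 12 libraries were compared by Euclidean distance over the log2 CPM of 20340 genes (prior count 2). The mean distance between libraries of different groups was 2.18 times that between libraries of the same group (one-sided exact permutation test, p = 0.000173, the smallest p that the 5775 divisions of 12 libraries into 3 groups of 4 allow). Mean distances were 130.3 between DMSO and MS023, 129.6 between DMSO and entinostat and 146.8 between MS023 and entinostat, against 63.8 within DMSO, 59.9 within MS023 and 62.5 within entinostat. Each of the 12 libraries lay nearest to a library of its own group, and average-linkage clustering into 3 clusters returned the 3 groups. The first principal component held 47.1% of the variance and the second 31.1%. The ratio moved most with only the most variable genes, to 6.36.

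**Figure D1:**
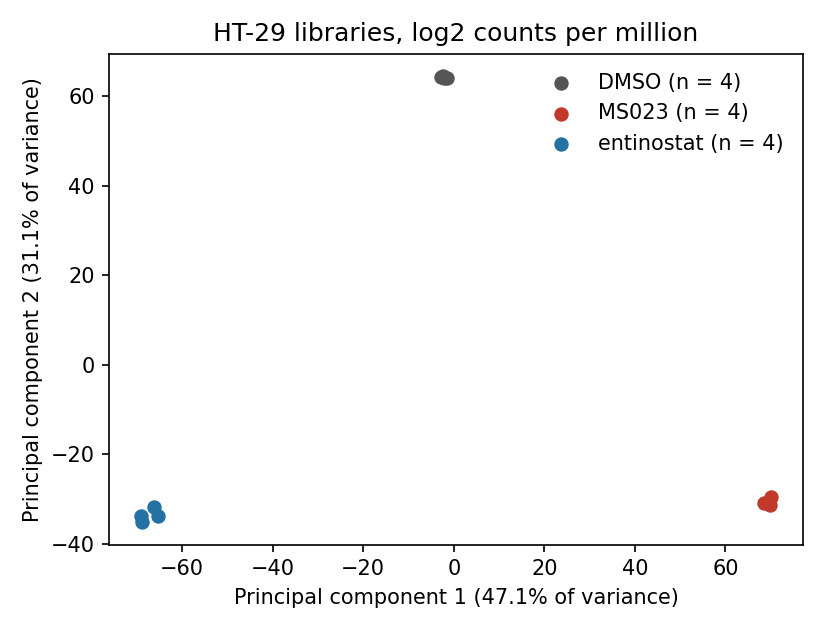
Scores of the 12 HT-29 libraries on the first and second principal components of log2 CPM, with 4 libraries each for DMSO, MS023 and entinostat as points. MS023 libraries lie at 68.6 to 70.1 on the first component and entinostat libraries at -69.1 to -65.3, with DMSO between them.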

Clustering of genes shown in Fig. 5b demonstrates significant distinction between all treated groups. Focusing on genes with documented involvement in positive regulation of differentiation status of normal intestinal cells^41^ showed that MS023 treatment resulted in elevation of more than 65% of them, while ~ 23% were differentially expressed, and none of the candidate genes was significantly decreased (Fig. 5c).

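Of the 44 genes that Fig. 5c lists, 34 (77.3%) had a log2 fold change above 0 under MS023 against DMSO (n = 4 libraries per group), 29 of them with an adjusted p-value under 0.05, and 7 of the 10 lower genes also had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). With the fold change threshold, 14 genes (31.8%) were differentially expressed, 13 higher and 1 lower, both over all genes tested and adjusted over the list alone. Across all genes tested, 18.7% were differentially expressed under MS023. The count moved most without the fold change threshold, to 36 genes. The lower gene was GADD45GIP1 (ENSG00000179271, chromosome 19 of GRCh38, 12953119 to 12957223), with 1315 ± 57.6 normalized counts (SD, n = 4) in DMSO and 644 ± 43.8 (SD, n = 4) under MS023, a log2 fold change of -1.03 (standard error 0.04, adjusted p = 2.02e-18 from edgeR's quasi-likelihood test). Its call rested on the fold change threshold. The log2 fold change was -0.99 with DESeq2, with DESeq2's size factors and with the filterByExpr filter, -0.93 with total counts only, and -0.98 without MS023 replicate 1, so that no gene of the list was differentially expressed and lower in those fits. DLL1, MSI1 (log2 fold change 2.33) and GFI1 (1.81) were also differentially expressed here, all on few counts, with at most 5 counts in any DMSO library. DLL1 had at most 3 counts in every DMSO library, so that only a rise of at least 2.38-fold can be stated.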

**Figure 5:**
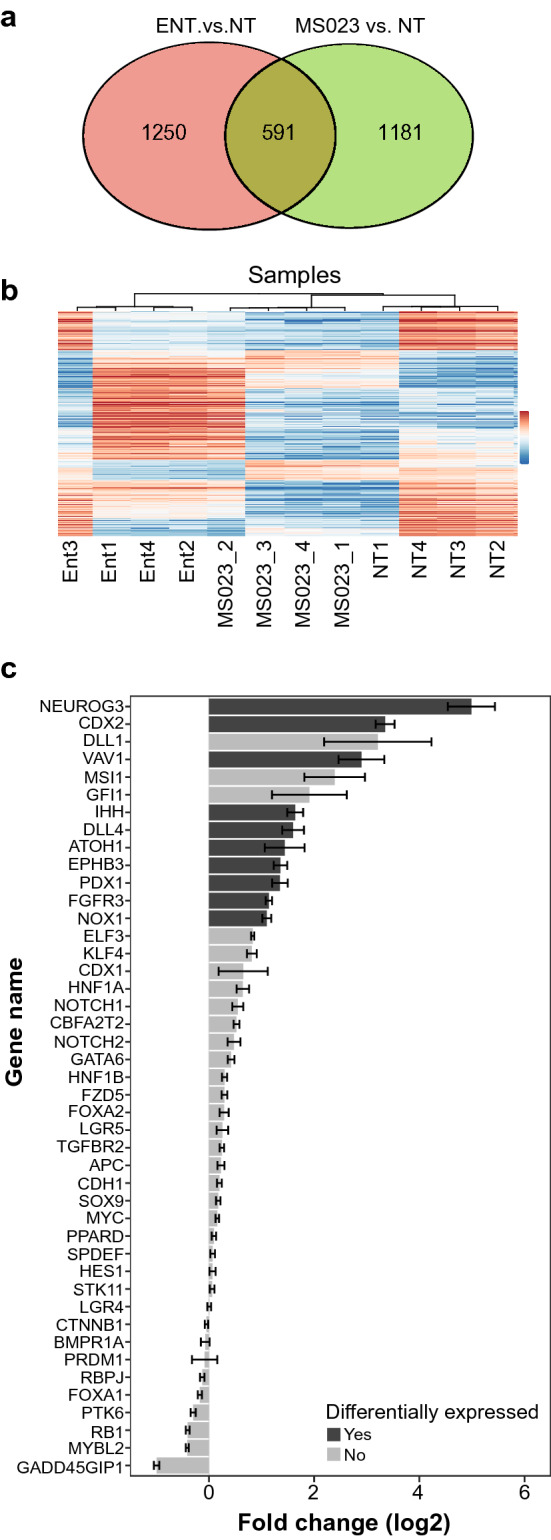
MS023 treatment drives colon cancer cell differentiation: genomic analysis. (**a**) Overlap between differentially expressed genes, 5 days after entinostat (1.5 µM) or MS023 (5 µM) treatments (n = 4/group). (b) Heat map of the differential expressed genes. The values are counts on normalized log2 scale. (**c**) Log2 fold changes in expression of genes, which are positively involved in the differentiation of normal intestinal cells. Comparison of samples derived from HT-29 cells treated with MS023 (5 µM, n = 4) and DMSO (n = 4), 5 days after treatment, mean ± SEM. Bold grey color columns represent differentially expressed genes. Statistical significances (pV) of all differentially expressed genes between MS023 and DMSO treated samples are < 0.001.

Next, we performed proteomic analysis of non-treated and MS023 treated samples. Our focus was on changes in the expression of proteins, which are considerably involved in either tumor progression or cell differentiation. As shown in Fig. 6, the majority of the proteins involved in tumor progression were significantly down regulated. Importantly, such changes were observed not only in tumor proliferation pathways, but also in cancer cell motility and invasiveness pathways, suggesting that PRMT1 inhibition might prevent metastatic progression. In contrast, expression of proteins that characterize less aggressive tumor or even normal tissue was significantly upregulated. This trend was even more evident in the proteins responsible for cell–cell contact and cellular adhesion. Yet, expression of ALP was increased ~ 20 fold in MS023 treated samples, proving the efficacy of our assay in the measurement of ALP activity, and strongly supporting the usage of ALP as a differentiation marker of colon cancer cells. Full list of the differentially changed proteins and list of the proteins associated with particular pathways are presented in the Supplementary Tables S1 and S2.

**Figure 6:**
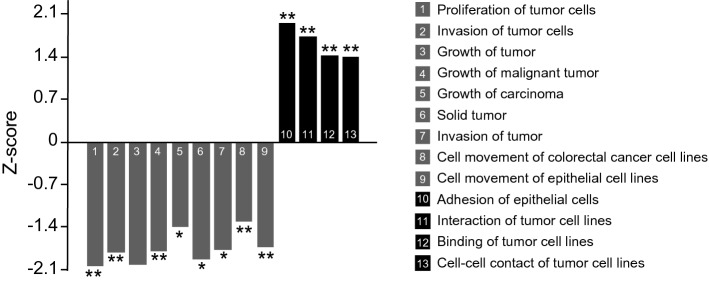
MS023 treatment drives colon cancer cell differentiation: proteomic analysis. Graph represents changes in pathways associated with cancer progression (grey columns) and cell differentiation (black columns). Comparison of MS023 treated (5 µM, n = 8) and DMSO treated (n = 8) samples of HT-29 cells, 5 days after treatment. Statistical significances of the indicated pathways changes upon MS023 treatment are indicated.

Intestinal epithelium and CRC cells differ in the expression and intracellular localization of Junctional Adhesion Molecules (JAMs)^20,21^. We analyzed both, gene and protein expression of JAMs (namely E-Cadherin and ZO-1). Immunostaining of cells allowed us to monitor also intracellular localization of JAMs. 

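CDH1, which encodes E-cadherin, lies on chromosome 16 of GRCh38 from 68737292 to 68835537, and TJP1, which encodes ZO-1, on chromosome 15 from 29699367 to 29968915. CDH1 had 7788 ± 246 normalized counts (SD, n = 4) in DMSO, 8743 ± 447 (SD, n = 4) under MS023 and 8587 ± 620 (SD, n = 4) under entinostat. Its log2 fold change was 0.17 under MS023 (standard error 0.04, adjusted p = 0.000469, edgeR's quasi-likelihood test) and 0.14 under entinostat (standard error 0.04, adjusted p = 0.00271). In the two-sided exact permutation test of 4 libraries against 4, p was 0.0286 for MS023, the smallest that this design allows, and 0.0571 for entinostat. With total counts in place of TMM normalization, the CDH1 rise under entinostat was 0.05 (adjusted p = 0.299, edgeR) and no longer passed the threshold. TJP1 had 2442 ± 217 normalized counts (SD, n = 4) in DMSO, 3215 ± 132 (SD, n = 4) under MS023 and 3489 ± 65.4 (SD, n = 4) under entinostat. The log2 fold change of TJP1 was 0.40 under MS023 (standard error 0.04, adjusted p = 1.72e-09, edgeR's quasi-likelihood test) and 0.51 under entinostat (adjusted p = 6.15e-12), and every treated library had more normalized counts than every DMSO library (exact permutation p = 0.0286 for each treatment). Neither gene reached a log2 fold change of 1. Without each of the 12 libraries in turn, the log2 fold change under MS023 stayed between 0.13 and 0.19 for CDH1 and between 0.35 and 0.45 for TJP1.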

MS023 and entinostat treatments slightly increased JAM gene and protein expression and causing corrected intracellular localization in HT-29 cells (Fig. 7a–c). Intriguingly, HCT-116 colon cancer cell line, which was reported as not responder to SB treatment, as suggested by the lack of induction of ALP activity^25^, still demonstrated a slight increase in E-Cadherin, while ZO-1 pattern was similar to HT-29 cells (Supplementary Fig. S5). This implies that the differentiation phenomenon could be a more general effect in CRC.

**Figure 7:**
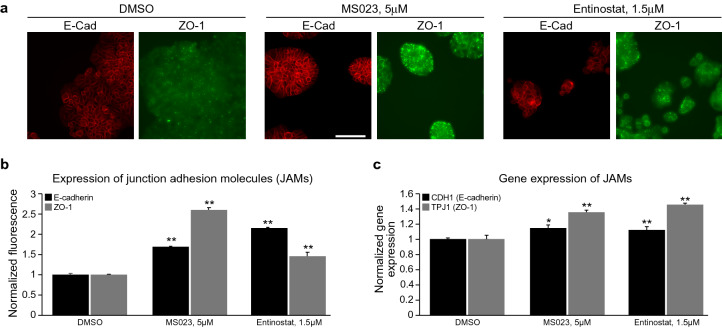
MS023 and entinostat treatment increase expression of junction adhesion molecules (JAMs) E-cadherin and ZO-1 and their genes in HT-29 colon cancer cells. (**a**) Representative pictures of HT-29 cells treated with indicated compounds and stained for E-cadherin (red) and ZO-1 (green), × 40magnification, scale bar 100 µM. (**b**) Graph represents mean ± SEM of normalized fluorescence derived from pictures presented in “**a**”. Statistical significances of JAMs induction upon MS023 and entinostat treatments are indicated. (**c**) Effect of MS023 and entinostat treatments on changes in the expression of E-cadherin and ZO-1 genes in HT-29 cells. Graph represents log2 change of normalized fluorescence ± SEM in the cells treated with indicated compounds in comparison to DMSO treated cells. Statistical significances of gene induction of JAMs upon MS023 and entinostat treatments are indicated.

### Differentiation therapy is effective against human colon cancer in mouse xenograft model

MS023 efficacy in-vivo was examined using HT-29 xenograft model in nude mice. In order to calculate desirable frequency of MS023 injection, a preliminary experiment was performed, where cell growth medium containing MS023 was replaced 5 days later with a fresh one containing or not a second dose of MS023. The absence of MS023 led to restoration of the proliferative potential, while addition of a second dose kept the cells in low-proliferating status (data not shown). Therefore, the animals received 2 doses of the compound/week. The treatment started when tumors reached 6–7 mm diameter. MS023 treatment significantly delayed tumor growth (Fig. 8a) without any signs of toxicity. Animal organs (spleens, lungs, livers) were taken and inspected postmortem, and were found similar to those of normal animals, suggesting absence of systemic toxicity.

**Figure 8:**
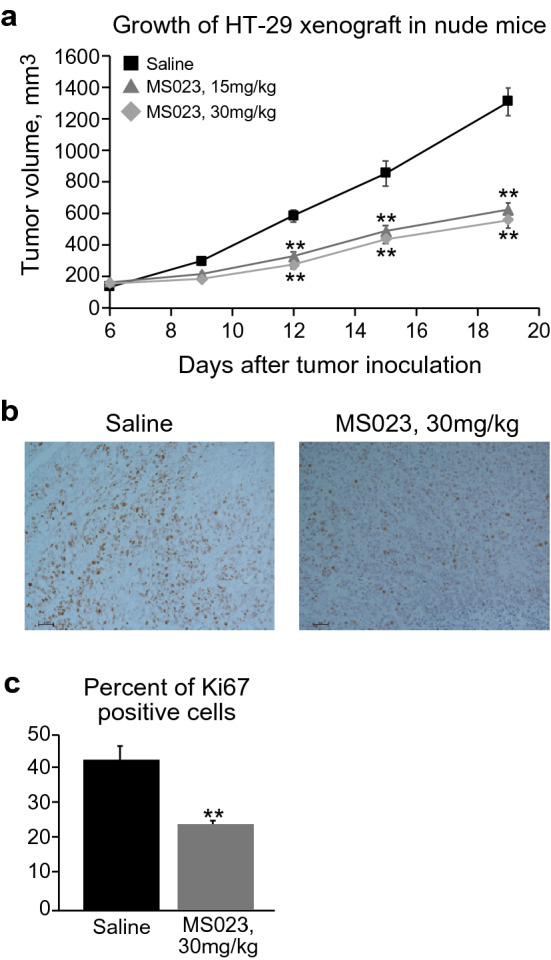
MS023 significantly inhibits HT-29 xenograft growth and delays cancer cell proliferation in-vivo. (**a**) Kinetics of HT-29 xenograft growth in nude mice (n = 5/group). Data represented as tumor volume means ± SEM. Grey bright diamonds—MS023, 30 mg/kg; grey bold tringles – MS023, 15 mg/kg; black squares—saline control. Statistical significances of tumor volumes between saline treated and MS023 treated groups are indicated. (**b**) Representative images of Ki67—DAB stained HT-29 xenograft taken from saline (n = 3) and MS023 treated mice (n = 5), scale bar 50 µm. (**c**) Graph represents present of Ki67 positive cells ± SEM. Statistical significance of Ki67 changes upon MS023 treatment is indicated.

Reduced proliferation is a characteristic of cancer cells undergoing differentiation. A well-known marker of cell proliferative status is Ki67, proliferation-associated nuclear protein, which is detected exclusively in dividing cells in any cycle of cell division. Its expression strongly correlates with clinical stage of tumor and metastatic burden^42^. In accordance to a scale proposed by Jonat et al.^43^, tumor proliferation status assessed by Ki67 index is divided into 3 different categories, where tumor containing of more than 30% of Ki67 expressing cells is considered as highly proliferating, 16–30% as intermediate proliferating, and 15% or less than as low proliferating. Immunohistochemistry staining of HT-29 xenografts with Ki67 antibodies was performed. Figures 7b, c shows significant decrease of Ki67 labeling index from 34.6 ± 2.7% (highly proliferating) to 19.1 ± 1.9% (intermediate proliferating).

## Discussion

While the genome-driven targeted drug discovery model was the accepted path for most industrial campaigns of the last 20 years, the number of approved drugs discovered through phenotypic screens was found to be statistically greater than those discovered through the molecular target-based approach^44^. Therefore, in the last decade, phenotypic screens have been reestablished as a main methodology in drug discovery. Although it is a challenging path, a compound with a validated target from a relevant phenotypic assay seems to be better fit for probable progression towards a drug. Phenotypic assays are frequently costly and difficult to automate, thus impacting the number of compounds that can be screened, making the choice of chemical matter of primary importance to the success of the screen. The use of bioactive compounds and chemical probes can bridge this gap, as they will sample druggable targets, and provide a focus for expansion of the chemotypes around that target.

Cancer cell phenotype is significantly different from that of normal cells. There are some “hallmarks of cancer”, well described by Hanahan and Weinberg^45^. The key cancer hallmark is uncontrolled cell proliferation, therefore inhibition of proliferation, induction of apoptosis and killing of cancer cells were and remain the main goals in anticancer drug discovery^46^. Unfortunately, the majority of drug candidates discovered by such methods exhibit little if any therapeutic benefit in clinical trials^47^, mostly due to unexpected toxicity^48^. In contrast, differentiation therapy is potentially less aggressive if used as a single agent or in combination with lower-dose of cytotoxic drugs. Given that majority of cancer mortality is caused due to metastases, a decrease in metastatic potential by differentiation might have a great benefit as a therapy. Yet, the majority of differentiation focused therapies were performed using leukemia models, while solid tumors have been less investigated^6^.

Epigenetic alterations are common in cancer and can promote various features such as malignant cell transformation, development of the disease, metastatic procession and resistance to chemotherapy^49^. Epigenetic modulation, via HDAC inhibitors, has been reported as a means for inducing therapeutic differentiation^21^. It was confirmed in the screen by the differentiation activity of sodium butyrate and entinostat. Whereas considered to be a highly selective HDAC type 1 inhibitor, entinostat demonstrated high toxicity against both cancer and normal colon cells. One can speculate that such low therapeutic window can be one of the reasons for failure of entinostat in clinical studies^20^. In contrast, PRMT type 1 inhibitor, MS023, significantly delayed colon cancer cell/spheroids growth without any effect on growth of normal cells (Fig. 2), and thus was selected as a probe with the potential to modulate the CRC phenotype. Since MS023 can inhibit a few different PRMTs type 1 in-vitro^38^, it was important to discover a particular PRMT subtype, which is responsible for the induction of differentiation phenomenon in cellular models. Using both siRNA and CETSA approaches, it was shown that: (1) PRMT1, a member of PRMT type 1, is a target for MS023, which was able to bind and stabilize it in living HT-29 cells (Fig. 4a,b); (2) inhibition of PRMT1 plays the main role in the induction of HT-29 cell differentiation by MS023 (Fig. 3b).

PRMT type 1 has attracted a close attention of pharmaceutical industry as a promising anticancer target. GlaxoSmithKline (GSK) performed intensive studies across 249 cancer cell lines, representing 12 tumor types^50^. Some of the cancer lineages especially blood cancers showed a strong cytotoxicity profile, while such effect in solid tumors was less pronounced. It is remarkable that in their studies the IG50 in the majority of colon cancer cell lines was reported to be between 1 and 10 µM, which is similar to IG50 observed in our experiments (2.3 µM, Fig. 2a).

Model in vitro cell culture systems with limited predictivity can affect the ability to succeed in a clinical trial. For example, 2D monolayer cultures significantly differ from 3D spheroids in many aspects such as physical pressure; cell/cell contact; cell shapes, orientation and polarity; nutrition and oxygenation; paracrine status, etc. For example, Karlsonn et al. reported that colon cancer (HCT-116) spheroids were significantly less sensitive than cells growing in 2D monolayer^51^ to four frequently used CRC chemotherapeutic drugs. Therefore, the effect of MS023 and entinostat in 3D culture of HT-29 cells was examined. This assay revealed similar effect of these compounds on cell growth in both 2D and 3D models. Importantly, MS023 and entinostat were added when spheroids were already formed, implying that the growth delay was not preventing spheroid formation and would more accurately represent a clinical context of treatment. In both models, entinostat had strong cytotoxic effect, while no remarkable toxicity was observed in MS023 treated cells/spheroids (Fig. 2b,c).

In order to further characterize the pro-differentiation phenotype, gene expression in non-treated HT-29 cells and cells treated with either entinostat or MS023 was compared. It was found that the gene expression profile in treated groups was significantly different (Fig. 5a,b). 

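Compared directly, MS023 and entinostat libraries (n = 4 each) differed in 4622 of 20340 genes, 2756 higher and 1866 lower under MS023 (edgeR's quasi-likelihood test, same thresholds). With total counts in place of TMM normalization, 70.3% of these differences were higher under MS023 instead of 59.6%. Of the 5731 genes that either treatment changed against DMSO, 3601 (62.8%) were also differentially expressed between the treatments, and 582 of these had been changed by both. The paper reasons that the targets of HDAC and type I PRMTs differ, and from this proposes that the mechanisms of differentiation under the 2 inhibitors can differ.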

Since downstream targets of HDAC and PRMT type 1 are different, the mechanisms of differentiation mediated by inhibition of PRMT type 1 can be different from those mediated by inhibition of HDAC, suggesting a potential for combination therapy. 

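The rise of the Fig. 5c genes was set beside 10000 random lists of 44 genes matched on mean expression. The random lists had a median of 20 elevated genes, and 0 of 10000 had as many as the Fig. 5c list under MS023. As a set, the list was higher under MS023 against all other genes tested (camera with a preset correlation of 0.01, p = 0.00131, limma). It was also higher with an estimated correlation (p = 0.0374, limma) and with fry (p = 1.7e-08, limma). The median log2 fold change of the list was 0.26. Genes of one list are not independent, and 9 of the 35 splits of the 8 libraries, the real one included, gave as many elevated genes, the 8 others being splits that keep 3 of 4 libraries of each group together. Under entinostat, 22 of the 44 genes were elevated and 14 were differentially expressed, 5 higher and 9 lower. The set test under entinostat gave a camera p of 0.581, a p of 0.685 with an estimated correlation and a fry p of 6.12e-05 in the lower direction (limma).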

MS023 treatment resulted in upregulation of many genes involved in intestinal cell differentiation (about 23% of all such genes were differentially expressed) (Fig. 5c). For example, the expression of Neurogenin 3, a gene that stimulates a program of terminal enteroendocrine cell development^52^, and is critical for epithelial cell functionality^53^ was elevated about 25-fold. 

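NEUROG3 (ENSG00000122859) lies on the minus strand of chromosome 10 of GRCh38 from 69571698 to 69573422. It had 3.14 ± 0.693 normalized counts (SD, n = 4) in DMSO and 98.8 ± 13.0 (SD, n = 4) under MS023, a log2 fold change of 4.91 (standard error 0.24, adjusted p = 3.63e-17 from edgeR's quasi-likelihood test), which is a 30.0-fold rise. DMSO libraries held between 2 and 4 counts of NEUROG3 each, so the size of the fold rests on few counts. Every MS023 library had more counts than every DMSO library (two-sided exact permutation test, p = 0.0286). Without each library in turn, the log2 fold change ranged from 4.79 to 5.04.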

The expression of CDX2 gene, a master regulator of intestinal phenotype that plays a tumor-suppressive role in colon cancer expression^54^ was increased ~ tenfold. 

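CDX2 (ENSG00000165556) lies on the minus strand of chromosome 13 of GRCh38 from 27960918 to 27969315. Normalized counts of CDX2 were 23.0 ± 4.13 (SD, n = 4) in DMSO and 229 ± 14.0 (SD, n = 4) under MS023. This is a log2 fold change of 3.31 (standard error 0.12, adjusted p = 6.49e-20, edgeR's quasi-likelihood test), or 9.93-fold, and no MS023 library overlapped a DMSO library (exact permutation p = 0.0286). Entinostat libraries had 99.3 ± 12.0 normalized counts (SD, n = 4), a log2 fold change of 2.10 against DMSO (adjusted p = 2.76e-13, edgeR). The difference between the treatments was tested in the same fit and was 1.21 on the log2 scale (adjusted p = 3.15e-13, edgeR).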

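ATOH1 (ENSG00000172238) lies on the plus strand of chromosome 4 of GRCh38 from 93828753 to 93830964. Its counts were low, with 9.00 ± 1.06 normalized counts (SD, n = 4) in DMSO and 23.8 ± 5.73 (SD, n = 4) under MS023, a log2 fold change of 1.40 (standard error 0.27, adjusted p = 5.15e-05, edgeR's quasi-likelihood test). The 4 MS023 libraries lay above the 4 DMSO libraries (exact permutation p = 0.0286), and the log2 fold change stayed between 1.28 and 1.50 without each of the 12 libraries in turn. No entinostat library held a count of ATOH1, which makes expression at least 3.00-fold lower than in DMSO at a floor of 3 counts.

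**Figure D2:**
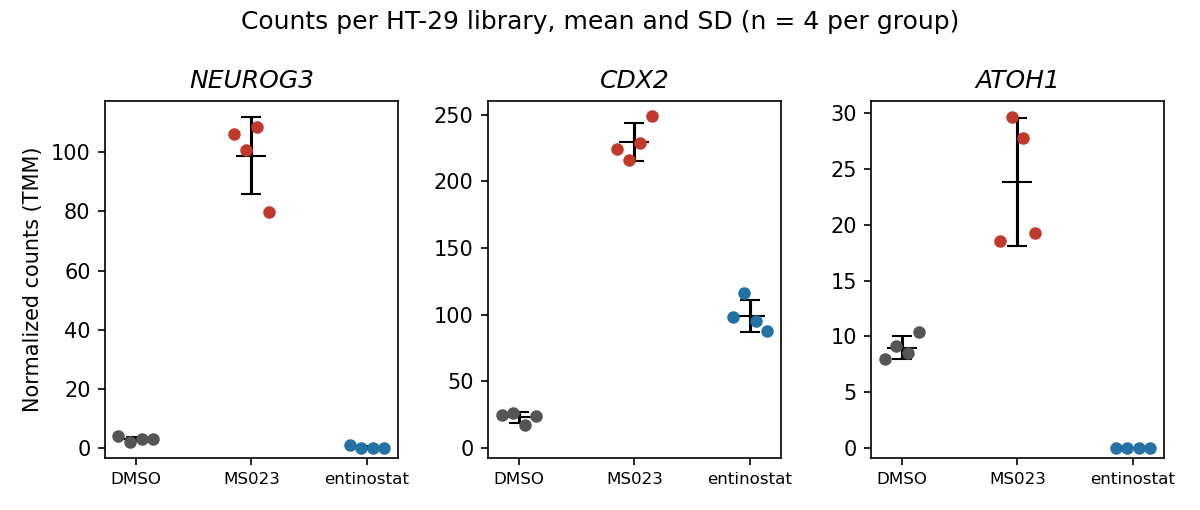
Normalized counts of NEUROG3, CDX2 and ATOH1 in the 12 HT-29 libraries, on a linear axis for each gene. Points are libraries and bars show the mean and SD of 4 libraries per group. MS023 libraries hold between 18.5 and 29.7 normalized counts of ATOH1, and DMSO libraries between 7.96 and 10.4.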

Another important gene upregulated under MS023 treatment is a regulator of enterocyte/colonocyte differentiation named ATOH1 (Math1/Hath1). In colorectal cancer, ATOH1 is a tumor suppressor and is silenced^55^.

The fact that MS023 treatment resulted in less aggressive phenotype of colon cancer cells was further proved by deep analysis of protein expression profile. In this study, we focused on changes in proteins, which can characterize tumor phenotype. HT-29 is aggressive, metastatic colon cancer cell line^56^. MS023 treatment significantly changed its phenotype toward less aggressive status. The proteins involved in nine critical pathways related to tumor aggressiveness were significantly down regulated. Importantly, we identified the down regulation of the proteins responsible for cancer cell movement and invasive potential. Moreover, MS023 treated cells showed increasing expression of cell–cell contact and adhesion proteins, which is a hallmark of less aggressive and more differentiated cells.

Junctional Adhesion Molecules (JAMs) are important for proper functions of cell-to-cell tight junctions. They regulate epithelial and endothelial cell adhesion and polarity. Abnormality in JAMs are involved in the Epithelial-Mesenchymal Transition (EMT), a process that plays a crucial role in the invasiveness and metastasis of various cancers^57^. E-cadherin, encoded by the CDH1 gene, is a transmembrane protein critical for the normal function of epithelial cell–cell junction, and neoplastic processes in the colon are characterized by loss and/or aberrant localization of E-cadherin. This results in two main consequences: (1) disruption of cell–cell contacts that promotes metastatic process; (2) dissociation of E-cadherin-β-catenin complex. Ultimately, this results in loss of differentiation and activation of β-catenin mediated cell proliferation^22^. ZO-1, is a member of the Zonula occludens protein family which consists of scaffold-forming intracellular proteins located between the transmembrane proteins and the actin cytoskeleton. They bind actin, occludin, and claudins and regulate the assembly of cellular junctions. In differentiated normal epithelial cells, ZO-1 mostly localizes at the cell–cell adhesion membrane complexes. Similar to β-catenin, ZO-1 detaches from the membrane complexes in cancer cells, accumulates in the cytoplasm, and eventually translocates to the nucleus to promote proliferation and invasiveness^58^. Both gene and protein expression of JAMs as well as their intracellular localization were analyzed. MS023 and entinostat treatments slightly increased JAM gene and protein expression and corrected intracellular localization (Fig. 7). Intriguingly, approximately half of colon cancer cell lines, including HCT-116, did not respond to the treatment with known differentiation agent (SB) by increasing of ALP activity^25^. However, HCT-116 demonstrated JAMs pattern similar to HT-29 cells (Fig. 6), implying that the differentiation phenomenon could be a more general effect in CRC.

MS023 is a well characterized molecular probe^38^, however its effects were not examined in animal models. Effectiveness of a molecule in whole organisms does not always correlated with that in vitro*.* Absorption, distribution, metabolism, and excretion (ADME) properties of a potential drug as well as its toxicity can be non-appropriated that might result in failure of such compounds in animal studies. We observed significant delay of HT-29 xenograft growth, while there was no statistical difference in tumor volume between two groups treated with MS023 (15 and 30 mg/kg). We hypothesize that we reached a dose plateau, and increasing the frequency of injections rather dose augmentation, will strengthen anti-tumor effect of MS023. Given that numerous cytotoxic drugs lead to tumor growth delay, it was important to examine differentiation status of tumor xenograft. Proliferation index is an established marker of tumor aggressiveness^39,41^. Its measurement allowed us to conclude that MS023 treatment was able to significantly reduce the proliferative potential of HT-29 xenograft, suggesting differentiation changes in the treated tumors. Our data shows that MS023 was able to reduce tumor growth and proliferation in vivo through differentiation of malignant cells*,* demonstrating a tractable model of pharmacological manipulation of colon cancer differentiation, with clinical implications.

## Methods

### Cells culture and handling

HT-29, HCT-116, HCT-15, SW-620, Colo-205 colon cancer and CCD-841 normal colon epithelial cell lines were purchased from ATCC. GFP expressing HT-29 cells were kindly provided by Dr. Z. Elazar lab, the Weizmann Institute of Science, Rehovot, Israel. Cancer cells were grown in Roswell Park Memorial Institute growth medium (RPMI-1640, Biological Industries Israel, # 01-101-1A) and normal cells in Eagle's Minimum Essential Medium (EMEM, Sigma-Aldrich, #M22790) mediums supplemented with 10% heat inactivated Fetal Bovine Serum (FBS), 1 mM l-glutamine and 1% penicillin/streptomycin solution (all from Biological Industries). Exclusion of Mycoplasma contamination was monitored and conducted by test with Mycoalert kit (LONZA, #BELT07-218).

### HTS equipment

Screen and hit validation experiments were performed using the HTS equipment: Echo555 Acoustic transfer system (Labcyte, Germany), Combi MultiDrop (Thermo Fischer Scientific), Washer Dispenser II (GNF, San Diego, CA, USA), EL406 Microplate Washer Dispenser (BioTek, Winooski, VT, USA), Bravo Automated Liquid Handling (Agilent, Santa Clara, CA, USA). Luminescence signals were measured by luminescence module of PheraStar FS plate reader (BMG Labtech, Ortenberg, Germany). Acumen laser scanner (TTP Labtech, Hertfordshire, United Kingdom) and ImagExpress Micro XL high content microscope (Molecular Devices, Sunnyvale, CA, USA) were used to acquire and analyze images.

### Screening procedure and CDP/CTG multiplex luminescence assay

5760 compounds from Selleck Chemicals Bioactive, MEGxp Pure natural compounds (Analyticon), Drug-Like Set (DLS, Enamine) and whole SGC Epigenetic Chemical Probe Collection chemical libraries (30 compounds) were screened using HT-29 cells by previously described multiplex method for detection and normalization of ALP level in cells^29^. Briefly, 250 cells/well were plated in 50 µl of growth medium into white/white 384-well TC plate (Greiner, #781080) and treated with either compounds or controls (sodium butyrate, DMSO). After 5 days cells were washed 4 times, lysed, and two consequent luminescent signals (CDP for alkaline phosphatase activity and CTG for cell viability) were measured. Similar procedure was used in all follow up experiments, where ALP activity and cell viability were measured.

### Data analysis, normalization and statistics

Screening and hit validation data were plotted and analyzed using GeneData 12 and 15 (Basel, Switzerland), and Collaborative Drug Discover (CDD) softwares (Cambridge, United Kingdom). Other statistical significances were evaluated by two tailed t test, *p < 0.05, **p < 0.01. ALP activity and cell viability data were normalized to DMSO treated controls. Genomic and proteomic methods for data analysis described in the related sections below.

### Cell staining and image processing

250 cells/well were plated in 50 µl of growth medium into black/transparent 384-well TC plate (Greiner, #781091) and treated with appropriated compounds/controls. After 5 days cells were fixed with 4% PFA (Santa Cruz, #30525-89-4), permeabilazed with 0.2% Triton in 2% BSA (both from Sigma Aldrich) and stained with appropriated antibodies (anti-E-Cadherin-Alexa Fluor 647 conjugated, Abcam, #ab194982; anti-ZO1, BD, #610966; Alexa Fluor 488 goat anti-mouse IgG, Invitrogen, #A11001) in accordance to the manufacture protocols. Images were taken using ImageXpressMicro confocal microscope (Molecular Devices, Sunnyvale, CA, USA) using × 20 lens with appropriate filters. Image analysis was done using MetaXpress in house developed algorithm (Custom Module Editor).

### Spheroids growth in 3D culture

Green Fluorescent Protein (GFP) expressed HT-29 cells (500 cells/well) were plated in 50 µl of growth medium supplemented with SpheraMax synthetic polymer (provided by Nissan Industries, Japan) into repellent surface plate (Greiner, #781970). Compounds were added to the formed spheroids 5 days after cell plating. In compound treated spheroids, DMSO was adjusted to the maximum concentration of 0.1%. Spheroid growth was monitored during additional 6 days and then cells were stained with propidium iodide (Sigma Aldrich, #P4864). Images were taken and analyzed as described above.

### PRMT 1 knock down

HT-29 cells were plated into 6-well plate (35,000/well) and into 384-well plate (250/well) in antibiotic free medium. Next day cells were transfected with either non-relevant siRNA, or siPRMT1 (both from Dharmacon, # L-010102-00-0005 and D-001810-10-05 respectively) using DharmaFECT 1 transfection reagent (T-2001-01) in accordance to manufacture protocol. 5 days later cells were subjected to CDP/CTG multiplex assay (384-well plate), and Western Blotting (6-well plate) using anti-PRMT1 and β-actin (C4) antibodies (Santa Cruz, Sc-1666963; Sc-47778).

### Lysate preparation and immunoblotting analyses

For sample preparation, cells were lysed in RIPA buffer (Sigma Aldrich, #R0278) mixed with protease inhibitor cocktail (1:100 dilution, Sigma Aldrich, #118735). Cells were then centrifuged at 14,000 × rpm for 20 min at 4 °C. The supernatants were collected and transferred to a fresh tube. Samples were boiled at 70 °C for 10 min in NuPage LDS sample buffer (Thermo Fischer Scientific, #NP0007) and 1,4-Dithiothreitol (DTT, Sigma Aldrich, #D9779). Proteins were separated on Novex™ 4–12% Tris/Glycine gel (Thermo Fischer Scientific, #XP04200). Gels were then transferred using the iBlot™ 2 Transfer Stacks, nitrocellulose, regular size (Thermo Fischer Scientific, #IB23001). After transfer, membranes were blocked for 1 h in 1 × Tris-buffered saline (Sigma Aldrich, #T5912) with 0.1% Tween 20 (Sigma Aldrich, # P1379) and 5% (wt/vol) BSA (Sigma Aldrich, # A7906) followed by overnight incubation of the respective antibodies at 4 °C. After TBST washing steps, membranes were incubated for 1 h at room temperature with HRP-conjugated anti-mouse secondary antibodies (1:5000 dilution, Thermo Fisher Scientific, ##G21040). Membranes were then developed with the ECL Prime Western Blotting Detection Reagent (GE Healthcare, # RPN2232), signal was measured and band intensities quantified using an iBright system (Thermo Fisher Scientific).

### Cellular thermal shift assay (CETSA)

The CETSA assay was performed as described in Miettinen and Bjorklund^59^ with some modifications. Briefly, HT-29 cells were trypsinized, washed in PBS and then suspended in PBS containing protease inhibitor cocktail. The suspended cells were then divided into two Eppendorf tubes and were treated with either MS023 (50 µM) or DMSO for 1 h at 37 °C with shaking. Following treatment, each sample was then divided into PCR tubes (100 uL/tube) and subjected to a temperature gradient (ranging from 48 to 72 °C) for 3 min. Cell lysates were obtained by 3-cycles of freeze–thaw using liquid nitrogen and a thermo block set to 25 °C. Samples were then centrifuged at 15,000 rpm at 4 °C for 20 min and were subsequently analyzed by Western Blot. The isothermal dose response fingerprint (ITDRF) experiments were done using a constant temperature of 63 °C. Band intensities were normalized to the highest concentration and β-Actin levels. Analysis of the results were done in accordance to Jafari et al.^40^ using GraphPad Prism software.

### Compounds quality control

MS023 and MS024 in DMSO (stock of 10 mM, 0.5 µl/well) were added to 384-well plate and then dissolved in 50uL of water: ACN (7:3), following centrifugation for 30 s. LC Method: Gradient solvent A (100%) to solvent B (100%) 4 min, hold solvent B 1 min. Solvent A Name: 90:10 Water: ACN 0.05%, Solvent B Name: ACN 0.05% FA. Flow Ramp Rate: 0.45 min, Run Time: 5 min, Injection Volume: 7µL. The analysis was performed using “Waters LCMS ACQ-SQD2#LCA695” instrument. Instrument Read backs: Capillary (kV) 1.47, Corona (uA) 1.74, Corona (kV) 3.1, ES Cone (V) − 1.71, APCI Cone (V) 23.69, Extractor (V) 4.64, Source Temperature (°C) 149, Desolvation Temperature (°C) 350, Cone Gas Flow (L/Hr) 8, Desolvation Gas Flow (L/Hr) 645. QSM.

### Genomics sample preparation

HT-29 cells were plated in 6-well plates (30,000 cells/well) in 1.5 ml of regular growth medium. 2 h later cells were treated with DMSO, entinostat (1.5 µM) or MS023 (5 µM). After 5 days RNA was eluted using RNeasy Mini Kit (Qiagen, #74104) according to the manufacture protocol. Libraries were prepared using the INCPM-mRNA-seq. Briefly, the polyA fraction (mRNA) was purified from 500 ng of total RNA following by fragmentation and the generation of double-stranded cDNA. Then, end repair, A base addition, adapter ligation and PCR amplification steps were performed. Libraries were evaluated by Qubit (Thermo Fisher scientific) and TapeStation (Agilent). Sequencing libraries were constructed with barcodes to allow multiplexing of 12 samples in 1 lane. Around 22–26 million single-end 60-bp reads were sequenced per sample on Illumina HiSeq 2500 V4 instrument (described in^36^).

### Proteomic sample preparation

HT-29 cells were plated in 10-well plates (120,000 cells/well) in 10 ml of regular growth medium. 2 h later cells were treated with either DMSO or MS023 (5 µM). After 5 days cells were trypsinazed, washed with PBS, and pellets were stored in − 80 °C until processing. Frozen HT-29 cell pellets were lysed in 5% Sodium dodecyl sulfate (SDS, #L3771) in 50 mM Tris pH 7.4 and 100 µg of total protein were taken for the tryptic digest. The samples volume was adjusted to 50 µl with 50 mM ammonium bicarbonate, digested with trypsin using S-trap (Protifi, Huntington NY, USA)^60^ according to the manufacturer’s instructions, vacuum dried and stored in − 80 °C prior to fractionation. All chemicals were from Sigma Aldrich, St. Louis MO, USA, unless stated otherwise.

### Liquid chromatography

Liquid chromatography was performed as previously described^60^ with the following changes: ULC/MS grade solvents were used for all chromatographic steps. Each sample was fractionated using high pH reversed phase followed by low pH reversed phase separation. 100 µg digested protein was loaded using high Performance Liquid Chromatography (Acquity H Class Bio, Waters, Milford MA, USA). Mobile phase was: (A) 20 mM ammonium formate pH 10.0, (B) acetonitrile. Peptides were separated on an XBridge C18 column (XBridgeC18, 2.5 um, 3.0 × 150mm (186006710) Waters) at 45 °C, 300 µl/min flow using the following gradient: 3% B for 2 min, linear gradient to 40% B in 50 min, 5 min to 95% B, maintained at 95% B for 5 min and then back to initial conditions. Peptides were fractionated into 15 fractions. The fractions were then pooled: 1 was combined with 2, 3, 13, 14 and 15; 4 with 9; 5 with 10; 6 with 11; 8 with 12; while 7 was kept separately. Each fraction was vacuum dried, then reconstituted in 50 µl of 97:3 acetonitrile: water + 0.1% formic acid. Each pooled fraction was loaded using split-less nano-Ultra Performance Liquid Chromatography (10 kpsi nanoAcquity; Waters, Milford, MA, USA). The mobile phase was: (A) H_2_O + 0.1% formic acid and (B) acetonitrile + 0.1% formic acid. Desalting of the samples was performed online using a reversed-phase Symmetry C18 trapping column (180 µm internal diameter, 20 mm length, 5 µm particle size; Waters). The peptides were then separated using a T3 HSS nano-column (75 µm internal diameter, 250 mm length, 1.8 µm particle size; Waters) at 0.35 µl/min. Peptides were eluted from the column into the mass spectrometer using the following gradient: 4–27% B in 105 min, 27–90% B in 5 min, maintained at 90% for 5 min and then back to initial conditions.

### Mass spectrometry

Mass spectrometry analysis was performed as previously described^60^. Briefly, the nanoUPLC was coupled online through a nanoESI emitter (10 μm tip; New Objective; Woburn, MA, USA) to a quadrupole orbitrap mass spectrometer (Q Exactive HFX, Thermo Scientific) using a FlexIon nanospray apparatus (Proxeon). Data was acquired in data dependent acquisition (DDA) mode, using a Top10 method. MS1 resolution was set to 120,000 (at 400 m/z), mass range of 375–1650 m/z, AGC of 3e6 and maximum injection time was set to 60 ms. MS2 resolution was set to 15,000, quadrupole isolation 1.7 m/z, AGC of 1e5, dynamic exclusion of 30 s and maximum injection time of 60 ms.

The nanoUPLC was coupled online through a nanoESI emitter (10 μm tip; New Objective; Woburn, MA, USA) to a quadrupole orbitrap mass spectrometer (Q Exactive HFX, Thermo Scientific) using a FlexIon nanospray apparatus (Proxeon). Data was acquired in data dependent acquisition (DDA) mode, using a Top10 method. MS1 resolution was set to 120,000 (at 400 m/z), mass range of 375–1650 m/z, AGC of 3e6 and maximum injection time was set to 60 ms. MS2 resolution was set to 15,000, quadrupole isolation 1.7 m/z, AGC of 1e5, dynamic exclusion of 30 s and maximum injection time of 60 ms (as described in^60^).

### Genomic and proteomic data processing and analysis RNASeq

Poly-A/T stretches and Illumina adapters were trimmed from the reads using cutadapt^61^ resulting reads shorter than 30 bp were discarded. Reads were mapped to the H. sapiens reference genome GRCh38 using STAR^62^ using Ensembel annotations (v.92) with EndToEnd option and outFilterMismatchNoverLmax was set to 0.04. Counts for each gene were quantified with htseq-count^63^, using the same gtf. Differential expression analysis was done using DESeq2^64^ with the betaPrior, cooksCutoff and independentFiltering parameters set to False. Raw P values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Genes that had absolute log2 fold change > 1 and *p* adjusted value < 0.05 were considered as differentially expressed. Bioinformatics Pipeline was run using snakemake^65^. All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE142314. Proteomics raw data was processed in Maxquant version 1.6.6.0. Data was searched against the SwissProt human database (November 2018 version) appended with common laboratory contaminant proteins^66^. Fixed modification was set to carbamidomethylation of cysteine and variable modifications were set to protein N-term acetylation and oxidation of methionine. Search results were filtered to achieve maximum false discovery rate of 1% at the protein level. Protein LFQ intensities were calculated based on unique peptides. The LFQ values were further processed in Perseus version 1.6.2.3. A Student’s t-test, after logarithmic transformation, was used to identify significant differences in LFQ intensities across the biological replica. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^67^ partner repository with the dataset identifier PXD016799. Pathway enrichment: Canonical Pathways enrichment and functional analysis were performed using Ingenuity-Pathway-Analysis (IPA) software (QIAGEN Inc., CA, US). Genes were considered differentially expressed according to the threshold of *p* value < 0.05 and fold change > 2 or < − 2.

### HT-29 human tumor xenograft in nude mice

All studies involving animals were approved by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute of Science (protocol # 14170519-3), all methods were performed in accordance with the relevant guidelines and regulations. Three millions of HT-29 cells in 100 µl suspension of PBS supplemented with 16.6% Matrigel (Sigma, #E6909) were inoculated subcutaneously in the right flank of animal. Tumor volumes were calculated based on the formula: tumor volume = (Length × Width × Height × 3.14/6). Following randomization into study groups (n = 5 per group), when the mean tumor size reached ~ 150 mm^3^ (6 days after tumor inoculation), animals were injected i.p. with either vehicle (saline) or indicated doses of MS023 twice/week. Animals were weighted twice/week and weight was monitored during the experiment.

### Immunohistochemistry

At 19^th^ day after tumor inoculation, mice were sacrificed and internal organs were visually examined. Tumor xenograft tissues were formalin-fixed and paraffin-embedded using standard procedures. 4 μm rehydrated samples were boiled in 10 mM citric acid solution for 10 min, blocked with 20% normal horse serum (NHS, Vector Laboratories, #S-2000) in PBS with 0.3% triton for 90 min, and avidin/biotin blocking kit (Vector Laboratories, #SP-2001) following by incubation with anti-Ki67 abs (Cell Marque, #275R-15) 1:50 overnight in RT. Then sample were treated with ABC kit (Vector Laboratories, PK-6100) for 30 min and stained with 3,3′-diaminobenzidine (DAB, Sigma, #D4293) for 3 min. Finally, cell nucleus were stained with hematoxylin by standard staining procedure. DAB images (6/sample) were randomly acquired using Nikon E600 microscope equipped with Nikon ds-Fi2 camera with both 10 × and 20 × lenses. Acquired RGB images were then splitted. The blue channel was inverted and saved in 16 bit TIF format. Image analysis was done using Metamorph “cell scoring” application, where cells expressing Ki67 were segmented with intensity threshold eightfold higher than total cells (Ki67 positive cells). Number of analyzed cell in any field was > 500.

## Supplementary information

Supplementary Figures and Tables.

## Data Availability

Data is available for review using the information below. Upon publication it will become public.* Proteomics data availability: *The mass spectrometry data has been uploaded to PRIDE (https://www.ebi.ac.uk/pride/) via ProteomeExchange. Project Name: PRMT1 inhibition induces differentiation of colon cancer cells. Project accession: PXD016799. Project DOI: Not applicable. Reviewer account details: Username: , Password: O3kMr4Sy.* Genomics data availability*: The sequencing data is available using the link below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142314. Token: mlyjoskclrytjuf.

# Supplementary material for: PRMT1 inhibition induces differentiation of colon cancer cells
**Source:** Sci Rep. 2020 Nov 18;10:20030. doi: 10.1038/s41598-020-77028-8
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables.

## Supplementary Data: Supplementary Tables and Figures

### **PRMT1 inhibition induces differentiation of colon cancer cells**

Alexander Plotnikov, Noga Kozar, Galit Cohen, Silvia Carvalho, Shirly Duberstein, Ofir Almog, Leonardo Solmesky, Khriesto Shurrush, Ilana Babaev, Sima Benjamin, Shlomit Gilad, Meital Kupervaser, Yishai Levin, Michael Gershovits, Danny Ben-Avraham and Haim Michael Barr.

#### **Content:**

Supplementary Tables S1-S2

Supplementary Figures S1-S5

Supplementary Table S1. Differentially expressed proteins upon MS023 treatment.

| Majority protein IDs | Gene names | Student's T-test p-value MS023 vs DMSO | Log2 Fold-Change |
|----------------------|------------|----------------------------------------|------------------|
| Q15149               | PLEC       | 3.37E-05                               | -1.0883          |
| Q7Z406               | MYH14      | 1.71E-05                               | 1.00307          |
| Q5K651               | SAMD9      | 0.00041                                | 1.120308         |
| Q01813               | PFKP       | 0.000585                               | -1.01792         |
| Q16822               | PCK2       | 5.66E-05                               | -1.06571         |
| P00533               | EGFR       | 1.91E-07                               | -2.71627         |
| P06737               | PYGL       | 0.000764                               | 1.184338         |
| O95786               | DDX58      | 0.006847                               | 1.150233         |
| Q96RL7               | VPS13A     | 0.00016                                | -1.20483         |
| Q9Y6N5               | SQRDL      | 6.38E-06                               | 1.032233         |
| P08243               | ASNS       | 9.56E-06                               | -1.64206         |
| P42166               | TMPO       | 7.21E-07                               | 1.065289         |
| Q13308               | PTK7       | 0.000135                               | 1.131121         |
| Q08426               | EHHADH     | 3.08E-05                               | -1.01181         |
| P23786               | CPT2       | 0.000216                               | -1.02867         |
| Q8TD30               | GPT2       | 3.49E-05                               | -1.39988         |
| P47895               | ALDH1A3    | 0.000255                               | 1.718479         |
| P27487               | DPP4       | 1.97E-07                               | 1.198329         |
| P30519               | HMOX2      | 0.000972                               | -1.04074         |
| Q01581               | HMGCS1     | 0.00495                                | 1.156436         |
| Q8IXQ6               | PARP9      | 0.003919                               | 1.140018         |
| Q2M2H8               |            | 0.000114                               | 1.296933         |
| Q08AF3               | SLFN5      | 0.005094                               | 1.008626         |
| Q05469               | LIPE       | 0.000882                               | -1.20838         |

|             |          |          |          |
|-------------|----------|----------|----------|
| P22676      | CALB2    | 0.003636 | -1.37895 |
| Q14185      | DOCK1    | 1.26E-05 | -4.00789 |
| P09914      | IFIT1    | 0.0025   | 1.179449 |
| Q13884      | SNTB1    | 7.10E-05 | -1.04097 |
| P98196      | ATP11A   | 3.16E-06 | -1.69475 |
| P21589      | NT5E     | 1.87E-07 | -1.9221  |
| Q09328      | MGAT5    | 1.87E-06 | 1.089705 |
| P46939      | UTRN     | 2.11E-05 | 1.048139 |
| Q8N122      | RPTOR    | 2.56E-05 | -2.26255 |
| CON__P08779 | KRT16    | 0.042993 | 1.067992 |
| Q4G176      | ACSF3    | 4.34E-05 | -2.16622 |
| Q6DKJ4      | NXN      | 2.66E-07 | -2.62726 |
| P00966      | ASS1     | 0.00062  | 1.387152 |
| O14879      | IFIT3    | 0.001544 | 1.274187 |
| Q16836      | HADH     | 4.68E-05 | -1.51553 |
| O43490      | PROM1    | 7.18E-06 | 1.755513 |
| Q16762      | TST      | 3.08E-07 | -1.42249 |
| Q6UB99      | ANKRD11  | 3.28E-05 | -1.48889 |
| P08133      | ANXA6    | 1.66E-06 | 7.939053 |
| P29728      | OAS2     | 0.019057 | 1.96614  |
| P15313      | ATP6V1B1 | 2.56E-07 | 1.70622  |
| P05362      | ICAM1    | 2.63E-06 | 1.69075  |
| P12532      | CKMT1A   | 1.75E-05 | 1.498779 |
| O75410      | TACC1    | 4.34E-06 | 1.316026 |
| P12277      | CKB      | 0.000107 | 1.133894 |
| Q9UN81      | L1RE1    | 4.59E-05 | 1.062897 |
| Q9NUI1      | DECR2    | 4.99E-05 | 1.027785 |
| Q04912      | MST1R    | 5.51E-05 | -1.03399 |

|        |               |          |          |
|--------|---------------|----------|----------|
| P09917 | ALOX5         | 0.000118 | -1.35452 |
| O75185 | ATP2C2        | 0.000183 | -1.74371 |
| Q0IIM8 | TBC1D8B       | 1.44E-05 | -1.84112 |
| P28062 | PSMB8         | 0.001221 | 1.433803 |
| Q9GZM7 | TINAGL1       | 0.00018  | -1.02576 |
| P32929 | CTH           | 0.000192 | -1.09272 |
| Q96LB3 | IFT74         | 0.027161 | -1.09979 |
| O95336 | PGLS          | 0.000285 | -1.51417 |
| Q96RY7 | IFT140        | 0.011987 | -2.32387 |
| Q9BW30 | TPPP3         | 4.62E-05 | 1.983081 |
| Q6PCE3 | PGM2L1        | 3.33E-07 | 1.512651 |
| Q6ZUJ8 | PIK3AP1       | 4.60E-05 | 1.47714  |
| P21397 | MAOA          | 3.08E-05 | 1.154617 |
| P80217 | IFI35         | 0.000807 | 1.142449 |
| Q00534 | CDK6          | 6.76E-05 | 1.060429 |
| Q8N4X5 | AFAP1L2       | 0.000157 | 1.029562 |
| Q68D91 | MBLAC2        | 0.00097  | -1.00909 |
| Q9HBU6 | ETNK1         | 0.000251 | -1.01007 |
| Q7Z4H8 | KDELC2        | 0.000438 | -1.03949 |
| P35637 | FUS           | 0.000626 | -1.06407 |
| Q16134 | ETFDH         | 8.01E-05 | -1.1747  |
| P17252 | PRKCA         | 6.74E-05 | -1.20761 |
| Q96GA7 | SDSL          | 9.46E-05 | 1.534172 |
| Q03518 | TAP1          | 0.000404 | 1.263872 |
| P52566 | ARHGDIB       | 0.000854 | 1.212519 |
| Q9HCH5 | SYTL2         | 3.34E-05 | 1.210627 |
| Q8WTV0 | SCARB1        | 3.64E-05 | 1.194862 |
| Q5T2W1 | PDZK1;PDZK1P1 | 0.000766 | 1.088887 |

|        |          |          |          |
|--------|----------|----------|----------|
| Q9Y4C1 | KDM3A    | 0.000235 | 1.051508 |
| Q6ZUT6 | C15orf52 | 0.007071 | 1.017495 |
| Q562E7 | WDR81    | 0.003011 | -1.02601 |
| Q13907 | IDI1     | 0.001502 | -1.07809 |
| Q92466 | DDB2     | 0.001178 | -1.13245 |
| P07225 | PROS1    | 0.000567 | -1.22411 |
| Q9NPH0 | ACP6     | 3.08E-05 | -1.27362 |
| Q8WVT3 | TRAPPC12 | 4.70E-05 | -2.39136 |
| Q8WZA1 | POMGNT1  | 1.99E-05 | -2.69847 |
| A6NDB9 | PALM3    | 2.93E-05 | 1.938407 |
| Q3KQV9 | UAP1L1   | 1.16E-06 | 1.610232 |
| P15260 | IFNGR1   | 0.00209  | 1.006024 |
| Q9UHR6 | ZNHIT2   | 0.012225 | -1.08135 |
| Q9NPE2 | NGRN     | 0.000316 | -1.10296 |
| Q8IYS1 | PM20D2   | 8.15E-05 | -1.20856 |
| Q6IQ22 | RAB12    | 1.84E-06 | -1.24923 |
| P19021 | PAM      | 0.015447 | -1.71083 |
| Q9Y5T5 | USP16    | 0.001129 | -1.88202 |
| Q15404 | RSU1     | 1.01E-05 | -2.08432 |
| Q8WUA7 | TBC1D22A | 0.000651 | -2.70002 |
| P13196 | ALAS1    | 0.000187 | -3.45057 |
| P16455 | MGMT     | 1.21E-05 | -4.91404 |
| Q8TAX9 | GSDMB    | 0.00011  | 2.572621 |
| Q15654 | TRIP6    | 0.002792 | 1.995535 |
| Q9H3R2 | MUC13    | 5.31E-06 | 1.859414 |
| Q86WV6 | TMEM173  | 4.02E-05 | 1.383668 |
| Q15274 | QPRT     | 0.002134 | 1.079946 |
| P15104 | GLUL     | 0.001564 | 1.011682 |

|        |             |          |          |
|--------|-------------|----------|----------|
| Q8N465 | D2HGDH      | 4.68E-07 | -1.01152 |
| Q14249 | ENDOG       | 0.000466 | -1.20194 |
| Q9Y485 | DMXL1       | 0.022648 | -1.29066 |
| P42126 | ECI1        | 2.51E-05 | -1.36464 |
| Q9UPY8 | MAPRE3      | 0.000881 | -1.44235 |
| Q6ICL3 | TANGO2      | 0.00535  | -1.49173 |
| P48553 | TRAPPC10    | 0.004288 | -1.78483 |
| O14640 | DVL1;DVL1P1 | 0.001566 | -1.8315  |
| Q96EN8 | MOCOS       | 1.38E-05 | -3.3976  |
| P10696 | ALPPL2      | 2.41E-07 | 6.089202 |
| Q8WX93 | PALLD       | 4.00E-05 | 2.733094 |
| Q13268 | DHRS2       | 4.54E-05 | 2.293958 |
| Q92597 | NDRG1       | 2.42E-07 | 2.013142 |
| P05162 | LGALS2      | 0.000133 | 2.00157  |
| P10909 | CLU         | 3.08E-06 | 1.529257 |
| Q96HN2 | AHCYL2      | 0.012568 | 1.374637 |
| O75764 | TCEA3       | 3.70E-05 | 1.357185 |
| P15428 | HPGD        | 0.000829 | 1.280084 |
| Q9BQE5 | APOL2       | 0.000194 | 1.052725 |
| Q9UKA9 | PTBP2       | 0.00032  | -1.02627 |
| Q9H2P9 | DPH5        | 0.002494 | -1.03062 |
| P78549 | NTHL1       | 0.000142 | -1.05835 |
| Q5TC63 | GRTP1       | 0.003586 | -1.09233 |
| P02750 | LRG1        | 0.002274 | -1.12611 |
| Q9HBM1 | SPC25       | 0.019449 | -1.13134 |
| Q9C0J9 | BHLHE41     | 0.003891 | -1.1748  |
| P16403 | HIST1H1C    | 0.019339 | -1.43976 |
| Q8TE76 | MORC4       | 0.026033 | -2.03954 |

|        |          |          |          |
|--------|----------|----------|----------|
| Q16658 | FSCN1    | 1.69E-06 | 3.701274 |
| P01833 | PIGR     | 0.004076 | 2.641631 |
| P15941 | MUC1     | 9.98E-07 | 2.626764 |
| P25774 | CTSS     | 6.64E-06 | 2.600855 |
| Q9UN19 | DAPP1    | 1.82E-05 | 1.966092 |
| Q99990 | VGLL1    | 6.48E-06 | 1.73875  |
| Q9UH17 | APOBEC3B | 0.017737 | 1.689134 |
| O95833 | CLIC3    | 0.000182 | 1.535327 |
| Q687X5 | STEAP4   | 1.15E-05 | 1.522672 |
| Q9NZU5 | LMCD1    | 0.015808 | 1.214888 |
| Q9BRX8 | FAM213A  | 0.000486 | 1.170436 |
| Q13772 | NCOA4    | 2.03E-05 | 1.07237  |
| Q96C24 | SYTL4    | 0.002219 | 1.070131 |
| P50453 | SERPINB9 | 7.15E-05 | 1.026714 |
| O43581 | SYT7     | 0.013681 | 1.024292 |
| P16444 | DPEP1    | 7.04E-05 | 1.012006 |
| Q96F63 | CCDC97   | 0.000288 | -1.03141 |
| Q6IN84 | MRM1     | 0.000264 | -1.03777 |
| Q9UII2 | ATPIF1   | 0.03115  | -1.1192  |
| Q9NYB9 | ABI2     | 3.03E-05 | -1.12091 |
| Q9Y244 | POMP     | 0.004593 | -1.14633 |
| Q01650 | SLC7A5   | 4.55E-05 | -1.14654 |
| Q6ZRQ5 | MMS22L   | 0.004164 | -1.16985 |
| Q9NWZ3 | IRAK4    | 0.002044 | -1.25982 |
| Q9NZC7 | WWOX     | 0.021385 | -1.32815 |
| Q86SZ2 | TRAPPC6B | 0.000826 | -1.37832 |
| Q9Y2S2 | CRYL1    | 0.000984 | -1.45477 |
| Q8N5V2 | NGEF     | 5.13E-05 | -1.87061 |

|        |           |          |          |
|--------|-----------|----------|----------|
| O95750 | FGF19     | 1.48E-05 | -2.14108 |
| O60266 | ADCY3     | 0.002075 | -2.25838 |
| P43007 | SLC1A4    | 1.38E-06 | -2.26249 |
| P34059 | GALNS     | 3.96E-05 | -2.77069 |
| Q02318 | CYP27A1   | 2.31E-05 | 3.522551 |
| P28065 | PSMB9     | 0.001674 | 2.760162 |
| Q01995 | TAGLN     | 0.023138 | 2.209726 |
| P53355 | DAPK1     | 0.000306 | 1.758248 |
| P18510 | IL1RN     | 0.000166 | 1.556078 |
| P09237 | MMP7      | 0.00014  | 1.427749 |
| Q8NBM8 | PCYOX1L   | 0.002156 | 1.420953 |
| Q99618 | CDCA3     | 0.048623 | 1.285915 |
| Q96EU7 | C1GALT1C1 | 1.38E-05 | 1.187186 |
| Q9NS00 | C1GALT1   | 0.000231 | 1.150953 |
| O75564 | JRK       | 0.006977 | 1.07061  |
| Q04756 | HGFAC     | 0.001412 | 1.028411 |
| P23769 | GATA2     | 0.001105 | -1.04808 |
| A9UHW6 | MIF4GD    | 0.006332 | -1.0866  |
| Q8N5M4 | TTC9C     | 0.028739 | -1.09526 |
| Q9NRW3 | APOBEC3C  | 0.007282 | -1.1546  |
| Q9NX18 | SDHAF2    | 0.029627 | -1.21972 |
| P17676 | CEBPB     | 0.000898 | -1.30689 |
| O75192 | PEX11A    | 0.002512 | -1.43227 |
| Q16635 | TAZ       | 0.003164 | -1.54754 |
| Q9HAW8 | UGT1A10   | 0.001532 | -1.64038 |
| Q9C002 | NMES1     | 0.032189 | 2.843302 |
| Q92794 | KAT6A     | 0.031094 | 2.455441 |
| Q9BQ13 | KCTD14    | 0.000148 | 1.892514 |

|        |                 |          |          |
|--------|-----------------|----------|----------|
| P41226 | UBA7            | 0.043308 | 1.592865 |
| Q9H190 | SDCBP2          | 6.76E-06 | 1.528953 |
| Q9UJ14 | GGT7            | 0.000254 | 1.432382 |
| Q9NQ29 | LUC7L           | 1.28E-05 | 1.283855 |
| P38571 | LIPA            | 0.000603 | 1.254074 |
| Q8N8R3 | SLC25A29        | 0.002106 | 1.194402 |
| Q9BPX7 | C7orf25         | 0.026044 | 1.150054 |
| O94929 | ABLIM3          | 0.00171  | 1.123478 |
| Q8WVN6 | SECTM1          | 0.029054 | 1.100599 |
| Q9H479 | FN3K            | 0.043217 | 1.072579 |
| Q9Y2T7 | YBX2            | 0.001543 | 1.058158 |
| Q5TF58 | IFFO2           | 0.0027   | 1.048611 |
| Q9UIS9 | MBD1            | 0.000588 | 1.042593 |
| Q9BU23 | LMF2            | 0.001962 | 1.023129 |
| Q6MZQ0 | PRR5L           | 0.003435 | 1.007743 |
| Q96RT7 | TUBGCP6         | 0.00132  | -1.06174 |
| Q6NT76 | HMBOX1          | 0.000599 | -1.06664 |
| A2RUS2 | DENND3          | 0.025108 | -1.12593 |
| Q96B21 | TMEM45B         | 0.000218 | -1.15381 |
| P51689 | ARSD            | 3.91E-05 | -1.15837 |
| Q9Y5X9 | LIPG            | 0.000191 | -1.16673 |
| Q9H008 | LHPP            | 0.030402 | -1.24998 |
| Q53GA4 | PHLDA2          | 0.003041 | -1.25586 |
| P43005 | SLC1A1          | 0.000213 | -1.26397 |
| P07992 | ERCC1           | 0.011749 | -1.40502 |
| Q14061 | COX17           | 0.013884 | -1.44824 |
| Q9P0P0 | RNF181          | 0.001978 | -1.71    |
| Q9Y6H1 | CHCHD2;CHCHD2P9 | 0.014746 | -1.72484 |

|        |               |          |          |
|--------|---------------|----------|----------|
| O75387 | SLC43A1       | 0.004689 | -1.91035 |
| Q9UPY5 | SLC7A11       | 0.016564 | -2.1299  |
| Q9NPA3 | MID1IP1       | 0.000123 | -2.31489 |
| Q9HAW9 | UGT1A8;UGT1A9 | 1.39E-06 | -2.36238 |
| Q8TB36 | GDAP1         | 2.76E-06 | 2.732132 |
| P32320 | CDA           | 0.009199 | 2.266802 |
| Q09327 | MGAT3         | 0.001358 | 1.820891 |
| Q16610 | ECM1          | 0.00194  | 1.588109 |
| P30455 | HLA-A         | 0.000515 | 1.462535 |
| P40199 | CEACAM6       | 3.57E-05 | 1.437772 |
| P34913 | EPHX2         | 0.001126 | 1.294551 |
| Q9NUL5 | C19orf66      | 0.046884 | 1.231087 |
| Q8NE22 | SETD9         | 0.011483 | 1.212756 |
| Q9Y5N5 | N6AMT1        | 6.03E-05 | 1.181294 |
| P36897 | TGFBR1        | 0.000146 | 1.08646  |
| O43521 | BCL2L11       | 0.03838  | 1.066595 |
| Q9P0T7 | TMEM9         | 0.000918 | -1.03632 |
| P58004 | SESN2         | 0.000446 | -1.04275 |
| Q6QHC5 | DEGS2         | 0.000189 | -1.06184 |
| P16298 | PPP3CB        | 3.26E-05 | -1.20329 |
| Q13303 | KCNAB2        | 0.003721 | -1.28033 |
| Q5VT97 | SYDE2         | 0.010723 | -1.28895 |
| Q9C005 | DPY30         | 0.01538  | -1.42467 |
| A5PLL7 | TMEM189       | 0.00301  | -1.44263 |
| P05386 | RPLP1         | 0.028912 | -1.55095 |
| P54253 | ATXN1         | 0.027126 | -1.82812 |
| Q9NYJ1 | COA4          | 0.04954  | -1.98405 |
| P05187 | ALPP          | 0.000104 | 4.363481 |

|        |          |          |          |
|--------|----------|----------|----------|
| P40305 | IFI27    | 0.005768 | 2.308998 |
| Q14002 | CEACAM7  | 2.22E-05 | 2.107024 |
| P52895 | AKR1C2   | 0.000147 | 1.649187 |
| Q09428 | ABCC8    | 0.011217 | 1.631453 |
| P17483 | HOXB4    | 0.002053 | 1.425275 |
| Q14894 | CRYM     | 0.002089 | 1.268334 |
| P43121 | MCAM     | 0.007952 | 1.261055 |
| P06731 | CEACAM5  | 1.43E-05 | 1.151409 |
| Q99666 | RGPD5    | 0.021693 | 1.033754 |
| Q659C4 | LARP1B   | 0.010224 | -1.0211  |
| Q8TEB9 | RHBDD1   | 0.025951 | -1.04369 |
| Q5TA31 | RNF187   | 0.001208 | -1.0765  |
| Q9UHH9 | PGAP2    | 0.000608 | -1.11316 |
| Q8NCR9 | CLRN3    | 0.014924 | -1.13773 |
| Q9H0F6 | SHARPIN  | 0.04698  | -1.15541 |
| P29033 | GJB2     | 0.005155 | -1.20085 |
| A6NHC0 | CAPN8    | 0.005491 | -1.3444  |
| Q5BKX6 | SLC45A4  | 0.013754 | -1.40576 |
| P30989 | NTSR1    | 0.003588 | -1.45545 |
| P57057 | SLC37A1  | 0.001238 | -1.68363 |
| Q8N1S5 | SLC39A11 | 2.74E-07 | -1.88874 |
| Q6P6B7 | ANKRD16  | 0.028942 | -1.90159 |
| Q9NQ40 | SLC52A3  | 0.010368 | -1.95555 |
| P29972 | AQP1     | 0.008052 | 2.055908 |
| Q9BT76 | UPK3B    | 8.46E-05 | 1.454347 |
| P17693 | HLA-G    | 4.68E-05 | 1.355182 |
| Q9UM01 | SLC7A7   | 0.026292 | 1.23259  |
| Q14802 | FXD3     | 0.01062  | 1.114962 |

|        |         |          |          |
|--------|---------|----------|----------|
| Q86W74 | ANKRD46 | 0.02336  | 1.097963 |
| Q9Y3P4 | RHBDD3  | 0.034426 | 1.047023 |
| Q8IUF1 | CBWD2   | 0.02778  | -1.6146  |
| P49450 | CENPA   | 0.002602 | -2.29674 |
| Q9P003 | CNIH4   | 0.000266 | -3.46238 |

Supplementary Table S2. Expression of proteins associated with specific pathways.

| Categories                                                                                                             | Diseases or Functions Annotation | p-value  | Activation z-score | Molecules                                                                                                                                        | # Molecules |
|------------------------------------------------------------------------------------------------------------------------|----------------------------------|----------|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|-------------|
| Cancer, Cellular Development, Cellular Growth and Proliferation, Organismal Injury and Abnormalities, Tumor Morphology | Proliferation of tumor cells     | 0.00894  | -2.02              | AFAP1L2, ALOX5, CDK6, COX17, EGFR, FGF19, HOXB9, HPGD, IL1RN, MCAM, MGMT, MST1R, MUC1, NDRG1, PRKCA, WWOX                                        | 16          |
| Cancer, Cellular Movement, Organismal Injury and Abnormalities, Tumor Morphology                                       | Invasion of tumor cells          | 0.0074   | -1.802             | CLU, DPP4, EGFR, HOXB9, KLK6, MCAM, MST1R, PALLD, TGFB1                                                                                          | 9           |
| Cancer, Organismal Injury and Abnormalities                                                                            | Growth of tumor                  | 0.000436 | -2.008             | AFAP1L2, ALOX5, CDK6, CENPA, COX17, DAPK1, DPP4, EGFR, FGF19, HLA-G, HOXB9, HPGD, IL1RN, MAOA, MCAM, MGMT, MST1R, MUC1, NDRG1, NT5E, PRKCA, WWOX | 22          |
| Cancer, Organismal Injury and Abnormalities                                                                            | Growth of malignant tumor        | 0.00422  | -1.769             | AFAP1L2, CENPA, COX17, EGFR, FGF19, HPGD, IL1RN, MAOA, MCAM, MGMT, MST1R, MUC1, NDRG1, PRKCA, WWOX                                               | 15          |
| Cancer, Organismal Injury and Abnormalities                                                                            | Growth of carcinoma              | 0.0167   | -1.387             | CENPA, COX17, EGFR, MAOA, MST1R                                                                                                                  | 5           |

|                                                      |             |        |        |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |     |
|------------------------------------------------------|-------------|--------|--------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Cancer,<br>Organismal<br>Injury and<br>Abnormalities | Solid tumor | 0.0334 | -1.907 | ABCC8, ABI2,<br>ABLM3, ACP6,<br>ACSF3, ADCY3,<br>AFAP1L2, AHCYL2,<br>AKR1C1/AKR1C2,<br>ALAS1, ALDH1A3,<br>ALOX5, ALPP,<br>ANKRD11,<br>ANKRD16,<br>ANKRD46, ANXA6,<br>APOBEC3B, APOL2,<br>AQP1, ARHGDIB,<br>ARSD, ASNS, ASS1,<br>ATP11A, ATP2C2,<br>ATP5IF1, ATP6V1B1,<br>ATXN1, BCL2L11,<br>BCORL1, BHLHE41,<br>C15orf48, C19orf66,<br>C1GALT1,<br>C1GALT1C1,<br>C7orf25, CALB2,<br>CAPN8, CBWD2,<br>CCDC50, CCDC97,<br>CCDC9B, CDA,<br>CDCA3, CDK6,<br>CEACAM5,<br>CEACAM6,<br>CEACAM7, CEBPB,<br>CENPA, CKB, CLIC3,<br>CLRN3, CLU, COX17,<br>COX18, CPT2,<br>CRYL1, CRYM, CTH,<br>CTSS, CYP27A1,<br>D2HGDH, DAPK1,<br>DAPP1, DDB2,<br>DDX58, DECR2,<br>DEGS2, DENND3,<br>DHRS2, DMXL1,<br>DOCK1, DPEP1,<br>DPH5, DPP4,<br>DPY30, DVL1, ECI1,<br>ECM1, EGFR,<br>EHHADH, ENDOG,<br>EPHX2, ERCC1,<br>ETFDH, ETNK1,<br>FBLIM1, FGF19,<br>FN3K, FSCN1, FUS,<br>FXVD3, GALNS, | 275 |
|------------------------------------------------------|-------------|--------|--------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|

|  |  |  |  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |  |
|--|--|--|--|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
|  |  |  |  | GATA2,<br>GATD3A/GATD3B,<br>GDAP1, GGT7,<br>GJB2, GLUL, GPT2,<br>GRTP1, GSDMB,<br>HADH, HGFAC,<br>HIST1H1C, HLA-A,<br>HLA-G, HMBOX1,<br>HMGCS1, HMGCS2,<br>HMOX2, HOXB4,<br>HOXB9, HPGD,<br>ICAM1, IDI1, IFFO2,<br>IFI27, IFI35, IFIT1,<br>IFIT3, IFNGR1,<br>IFT140, IFT74,<br>IL1RN, IRAK4,<br>KAT6A, KCNAB2,<br>KCTD14, KDELC2,<br>KDM3A, KLK6,<br>LARP1B, LGALS2,<br>LHPP, LIPA, LIPE,<br>LIPG, LMCD1, LMF2,<br>LRG1, LUC7L,<br>MAOA, MAPRE3,<br>MBD1, MBLAC2,<br>MCAM, MGAT3,<br>MGAT5, MGMT,<br>MIF4GD, MMP7,<br>MMS22L, MOCOS,<br>MORC4, MST1R,<br>MUC1, MUC13,<br>MYH14, N6AMT1,<br>NCOA4, NDRG1,<br>NGEF, NGRN, NT5E,<br>NTHL1, NTSR1,<br>NXN, OAS2, PALLD,<br>PALM3, PAM,<br>PARP9, PCK2,<br>PCYOX1L, PDZK1,<br>PEX11A, PFKP,<br>PGAP2, PGLS,<br>PGM2L1, PHLDA2,<br>PIGR, PIK3AP1,<br>PLEC, PM20D2,<br>POMGNT1, POMP,<br>PPP3CB, PRKCA,<br>PROM1, PROS1,<br>PRR5L, PSMB8, |  |
|--|--|--|--|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|

|                                                                              |                      |        |        |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |    |
|------------------------------------------------------------------------------|----------------------|--------|--------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
|                                                                              |                      |        |        | PSMB9, PTBP2,<br>PTK7, PYCR1, PYGL,<br>QPRT, RAB12, RELB,<br>RHBDD1, RHBDD3,<br>RNF181, RNF187,<br>RPLP1, RPTOR,<br>RSU1, SAMD9,<br>SCARB1, SDCBP2,<br>SDHAF2, SDSL,<br>SECTM1, SERPINB9,<br>SESN2, SETD9,<br>SHARPIN, SLC1A1,<br>SLC1A4, SLC25A29,<br>SLC37A1, SLC39A11,<br>SLC43A1, SLC45A4,<br>SLC52A3, SLC7A11,<br>SLC7A5, SLC7A7,<br>SLFN5, SNTB1,<br>SPC25, STEAP4,<br>SYDE2, SYT7, SYTL2,<br>SYTL4, TACC1,<br>TAGLN, TANGO2,<br>TAP1, TAZ,<br>TBC1D22A,<br>TBC1D8B, TCEA3,<br>TGFBF1, TINAGL1,<br>TMEM173,<br>TMEM189,<br>TMEM45B, TMEM9,<br>TMPO, TPPP3,<br>TRAPPC10,<br>TRAPPC6B, TRIP6,<br>TST, TTC9C,<br>TUBGCP6, TYSND1,<br>UAP1L1, UBA7,<br>UGT1A7 (includes<br>others), UPK3B,<br>USP16, UTRN,<br>VGLL1, VPS13A,<br>WDR81, WWOX,<br>YBX2, ZNHIT2 |    |
| Cancer,<br>Organismal<br>Injury and<br>Abnormalities,<br>Tumor<br>Morphology | Invasion of<br>tumor | 0.0137 | -1.767 | CLU, DPP4, EGFR,<br>HOXB9, ICAM1,<br>KLK6, MCAM,<br>MST1R, PALLD,<br>TGFBF1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | 10 |

|                                                                            |                                               |         |        |                                                                                                                                     |    |
|----------------------------------------------------------------------------|-----------------------------------------------|---------|--------|-------------------------------------------------------------------------------------------------------------------------------------|----|
| Cell-To-Cell Signaling and Interaction                                     | Adhesion of epithelial cells                  | 0.00205 | 1.947  | CLU, EGFR, ICAM1, KLK6, MST1R, MUC1, PIGR                                                                                           | 7  |
| Cell-To-Cell Signaling and Interaction                                     | Interaction of tumor cell lines               | 0.00221 | 1.737  | CEACAM5, DPP4, EGFR, FBLIM1, FGF19, HLA-A, ICAM1, LGALS2, MCAM, MGAT5, MUC1, PALLD, PRKCA, PROS1, RPTOR, SCARB1, TGFBR1, UTRN, WWOX | 19 |
| Cell-To-Cell Signaling and Interaction                                     | Binding of tumor cell lines                   | 0.00674 | 1.416  | CEACAM5, DPP4, EGFR, FGF19, HLA-A, ICAM1, LGALS2, MCAM, MGAT5, MUC1, PALLD, PRKCA, PROS1, SCARB1, TGFBR1, UTRN, WWOX                | 17 |
| Cell-To-Cell Signaling and Interaction, Cellular Assembly and Organization | Cell-cell contact of tumor cell lines         | 0.0204  | 1.4    | FBLIM1, ICAM1, LGALS2, MGAT5, RPTOR                                                                                                 | 5  |
| Cellular Movement                                                          | Cell movement of colorectal cancer cell lines | 0.0098  | -1.284 | DOCK1, EGFR, FSCN1, KDM3A, MST1R, NDRG1, PRKCA, PROM1, RPTOR                                                                        | 9  |
| Cellular Movement, Hair and Skin Development and Function                  | Cell movement of epithelial cell lines        | 0.00194 | -1.709 | CLU, DOCK1, EGFR, FSCN1, ICAM1, MAPRE3, MST1R, PROM1, RPTOR                                                                         | 9  |

Supplementary Figure S1

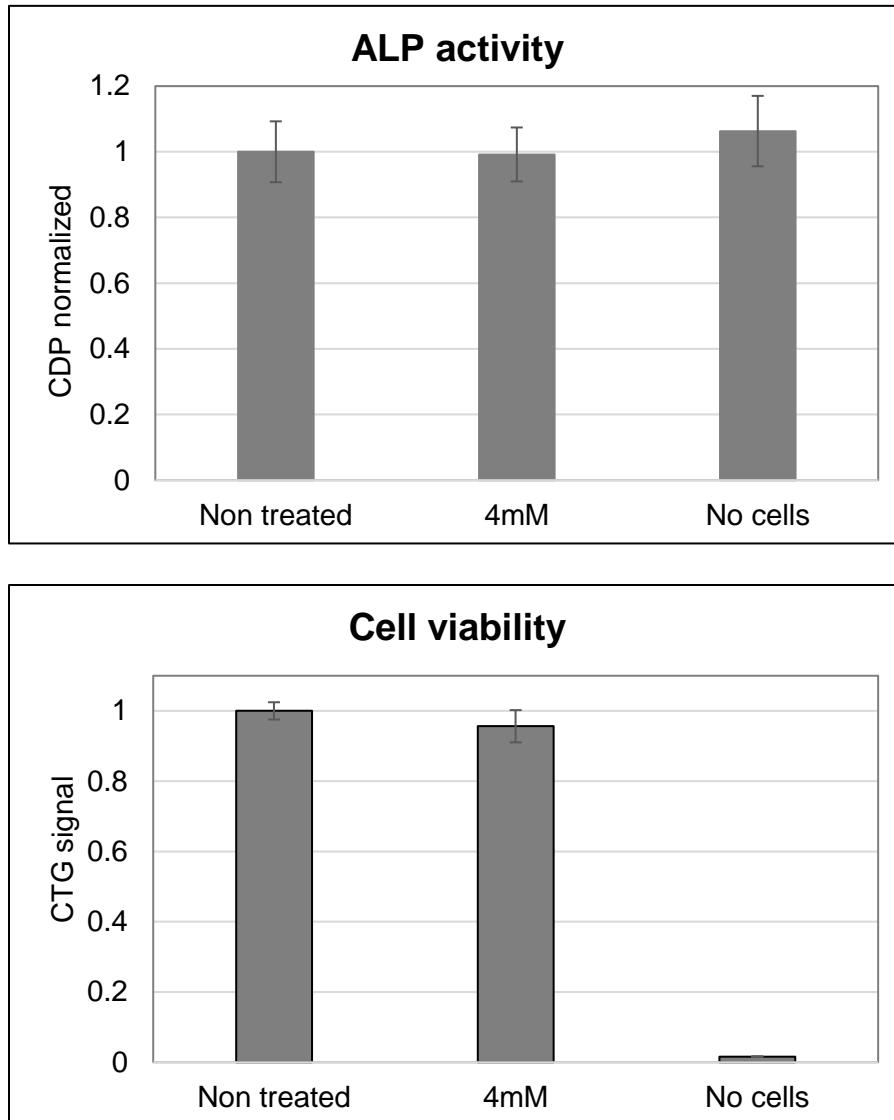

Effect of SB in the indicated concentration on colon cancer cell (HT-29) growth and ALP activity, 5 hours after treatment. Graphs represent mean  $\pm$  SE from three independent experiments. Statistical differences in ALP activity and cell viability between non treated and SD treated groups are not significant.

Supplementary Figure S2

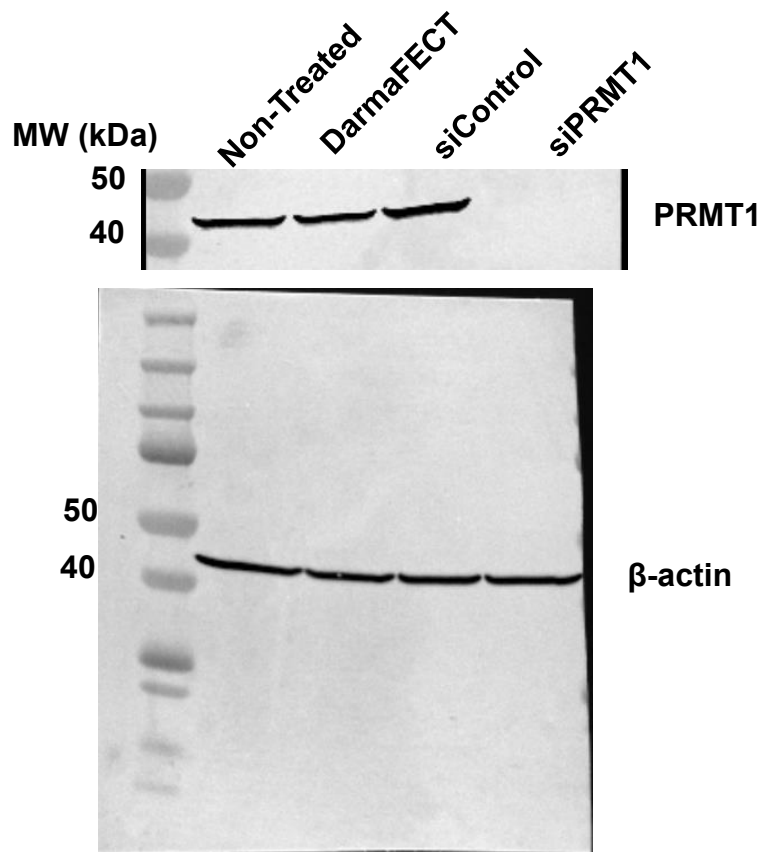

Western blot analysis of PRMT1 expression in the indicated groups of HT-29 cells. Full-length blots from Figure 3c.

Supplementary Figure S3

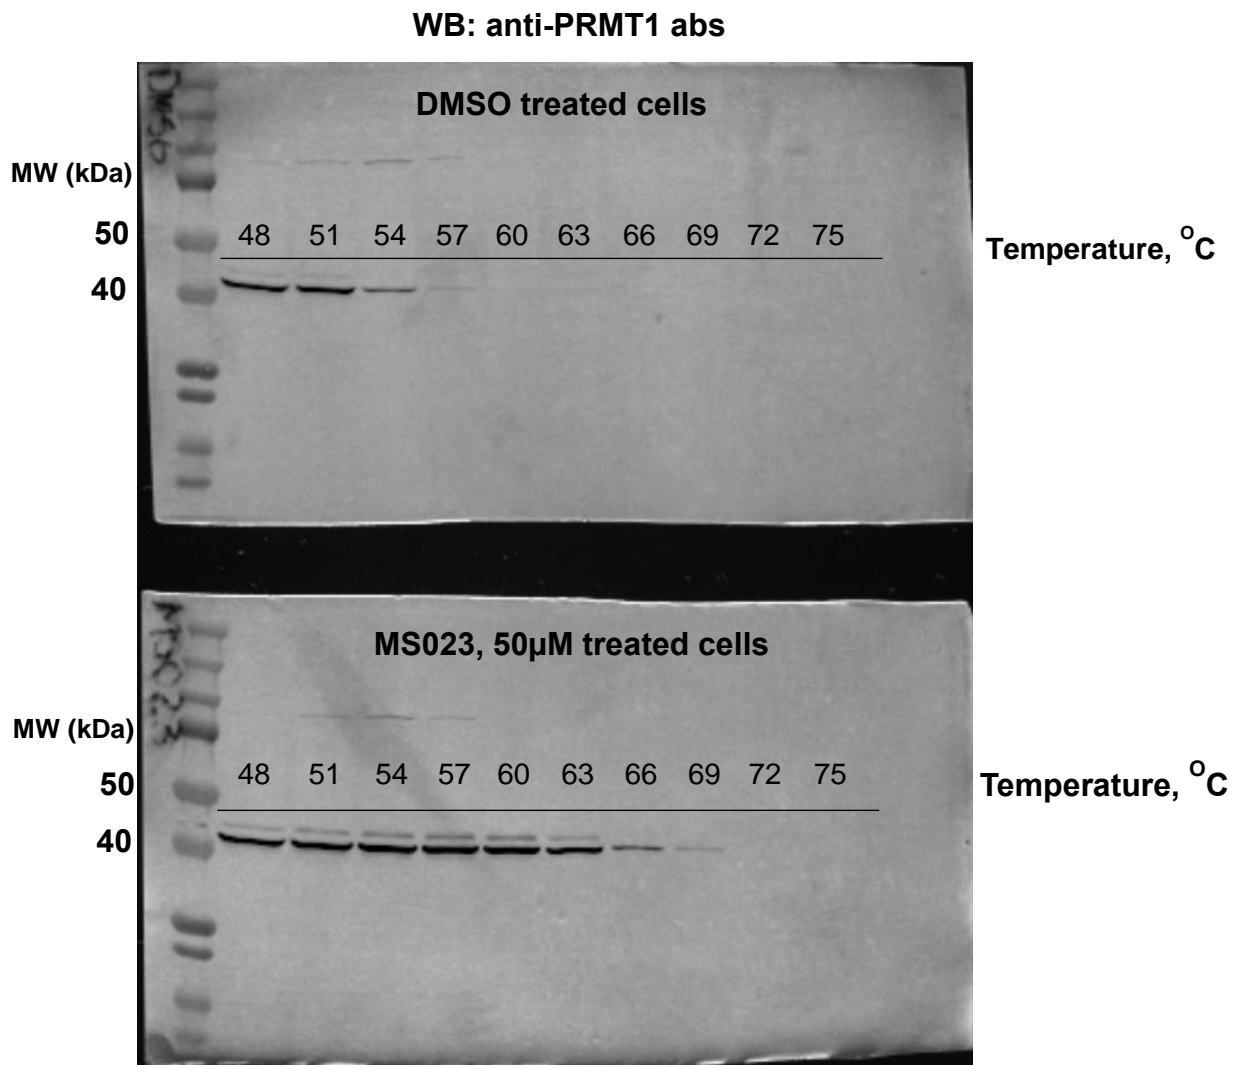

Cellular thermal shift assay of MS023. Full-length blots from Figure 4b.

Supplementary Figure S4

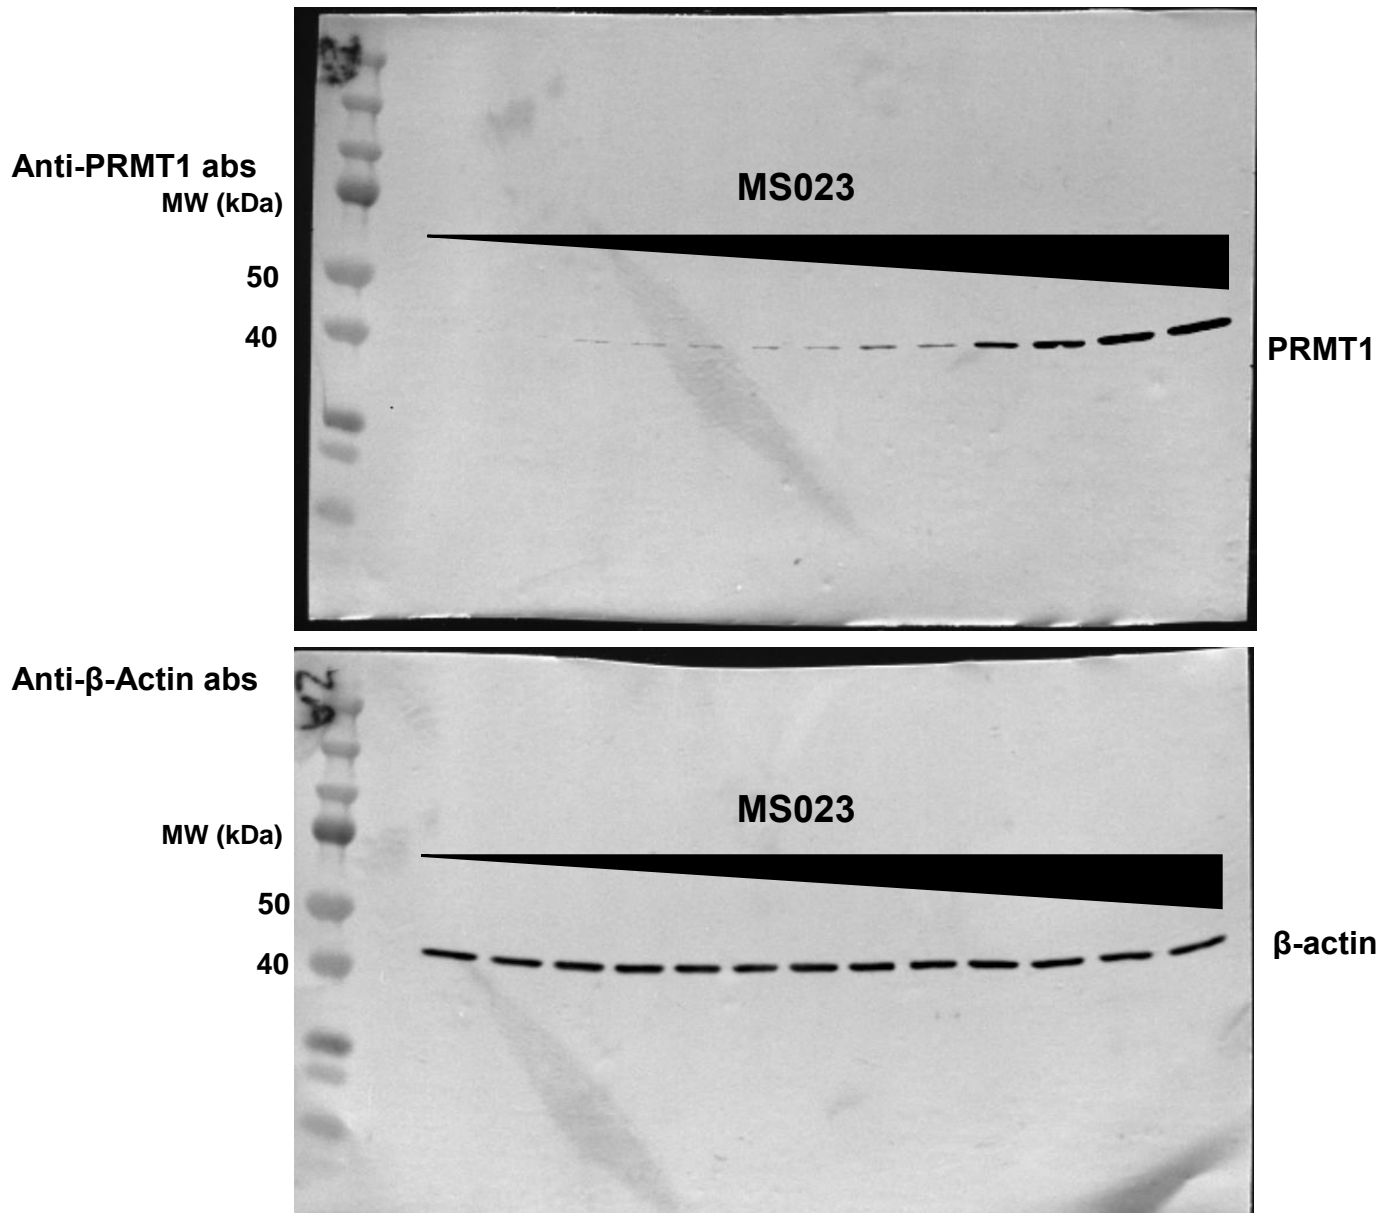

Isothermal (at 63°C) dose response fingerprints in HT-29 cells after 1h at 37°C exposure to indicated concentrations of MS023. Full-length blots from Figure 4b.

Supplementary Figure S5

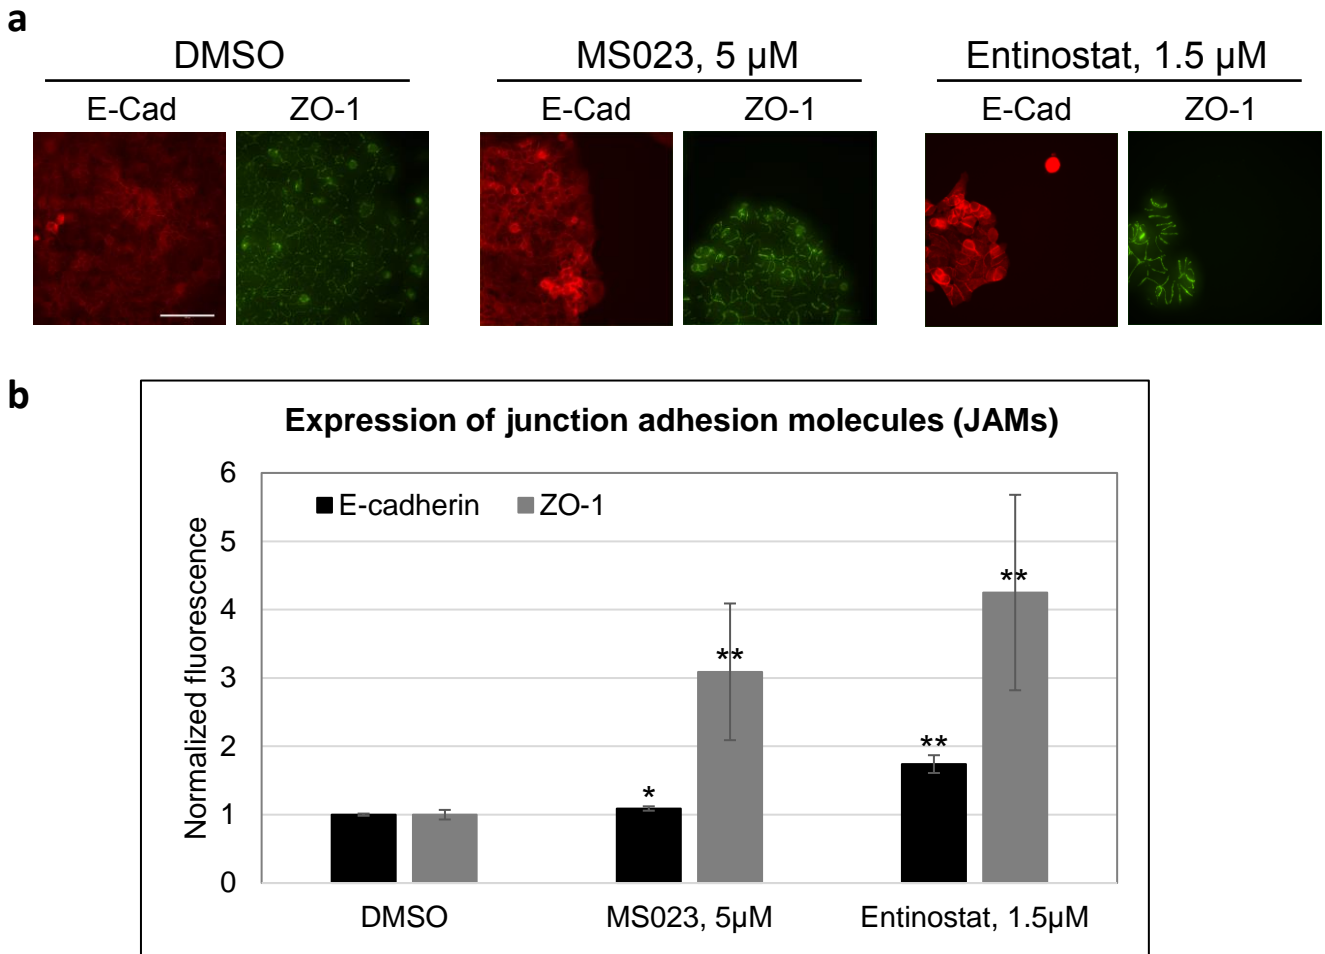

MS023 and entinostat treatment increase expression of junction adhesion molecules (JAMs) E-cadherin and ZO-1 and their genes in HCT-116 colon cancer cells. (a) Representative pictures of HCT-116 cells treated with indicated compounds and Graph represents mean  $\pm$  SE of normalized fluorescence derived from pictures presented in “a”. Statistical significances of JAMs induction upon MS023 and entinostat treatments are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

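RNA sequencing of HT-29 cells treated for 5 days with DMSO, 1.5 µM entinostat or 5 µM MS023 was re-analysed, with 4 libraries per group. The authors trimmed adapters and poly-A/T stretches with cutadapt, mapped the reads to GRCh38 with STAR and the annotation of Ensembl release 92, and counted reads per gene with htseq-count. The deposited table holds their raw counts for 58395 genes, 1 column per library. A second table that the authors deposited holds a normalized signal, which is each count divided by 1 size factor per library. It was used only in an alternative for the distances between libraries. Another deposited table gives the authors' log2 fold changes, signed fold changes, and raw and adjusted p-values from DESeq2 for entinostat and MS023 against DMSO. It was used to set values beside those computed here, and a threshold of 30 counts found from it was run as an added alternative.

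All calls were computed from the raw counts with edgeR 4.0.16 in R 4.3.3. Genes with at least 10 counts summed over the 12 libraries were kept (20340 genes), libraries were scaled with TMM, and all 12 libraries entered one quasi-likelihood fit with the group as the only term. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are counts scaled by the TMM library size to the mean over the 12 libraries. Where every library of a group held at most 3 counts of a gene, the fold was computed against that floor as a lower bound, and no fold is given where both groups were at the floor. Gene sets were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry in limma 3.58.1, on log2 CPM with a prior count of 2. Single values of 4 libraries against 4 were tested with two-sided exact permutation tests over 70 assignments, which cannot give a p below 0.0286. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

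Genes named singly were chosen by a rule set before the data were examined: genes that the paper's text names, Fig. 5c genes whose call differs from the figure, and for each treatment the 3 largest rises and 3 largest falls among differentially expressed genes with a mean of at least 100 normalized counts in the compared libraries and no overlap between treated and DMSO libraries. A gene that this rule selects is not reported here. The Fig. 5c list (44 genes) was copied by eye from the figure. In all, 6 marker lists, for interferon response, proliferation, absorptive colonocytes, goblet cells, enteroendocrine cells and stem cells, were also set before the data were examined, and the interferon list was drawn from proteins that Supplementary Table S1 gives as raised under MS023. The alternatives set in the same way were DESeq2 1.42.0 with the paper's parameters, DESeq2's size factors, total counts only, the filterByExpr filter, no filter, separate fits of the compared groups, the replicate number as a block, no fold change threshold, glmTreat, other set tests, and each of the 12 libraries left out in turn. Other splits of the libraries were refitted, 35 for each comparison and 60 divisions for both treatments together. A threshold of 30 counts and the comparison of marker lists between the treatments were added after the data were examined.

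Each test was run on simulated data with 200 changed genes. None of these genes had few counts, every change was past the fold change threshold, and genes were simulated independently. The edgeR test recovered 197 (98.5%) and called 2 unchanged genes among 20073 genes, and DESeq2 recovered 196 and called 0 among 20340 genes. Of simulated lists of unchanged genes, 1% had a camera p under 0.05, which does not measure errors for lists of correlated genes. Protein measurements, staining, enzyme activity and other cell lines were not analysed here, apart from the protein changes that the paper's Supplementary Table S1 lists. The gene PRMT8 had no count in any library and was not tested.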

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

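In this part, the comparison of interferon-response genes with other raised proteins, the comparison of mitochondrial shares between pairs of libraries and the gain relative to olfactory receptor genes were chosen after the result was seen.

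Of 85 groups of 4 libraries tested for a library far from the others, 3 had one, where chance gives about 4.25, so these 3 are what chance gives. MS023 replicate 1 had a total of 15099885 counts against 17030455 to 17342262 in the other MS023 libraries, and its gap was 0.861 of the range. MS023 replicate 4 had a log2 CPM of CDH1 of 9.15 against 8.99 to 9.02, a gap of 0.843 of the range. MS023 replicate 1 had a log2 CPM of GADD45GIP1 of 5.13 against 5.32 to 5.35, a gap of 0.879 of the range. Without MS023 replicate 1 the log2 fold change of GADD45GIP1 was -0.98 and the gene was no longer differentially expressed. No explanation was tested for these libraries.

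The 15 interferon-response genes, which the paper does not discuss in its RNA data, had a median log2 fold change of 1.89 under MS023, and 15 of 15 were higher, 14 of them differentially expressed (camera adjusted p = 1.02e-10 over 6 lists and 2 comparisons, 4 libraries per group, limma). The list was drawn from proteins that the paper's Supplementary Table S1 gives as raised in other MS023 samples, and RNA and protein changes had the same sign for 93.4% of 258 genes, so that a rise of the list follows largely from its choice and these values are not evidence of an effect on interferon-response genes in particular. With an estimated correlation the adjusted p was 0.063, which does not pass the threshold of 0.05. The real split was the only 1 of 35 splits of the 8 libraries with so small a p. The list's median was at percentile 100 of 10000 random lists matched on expression, GC content and length. The highest median of the random lists was 0.70, which argues against these properties as the cause of the list's rise. The random lists were not chosen from raised proteins, so they do not test that choice. The RNA of the 112 other raised proteins had a median log2 fold change of 1.40. Among 10000 lists drawn from them and matched on the same properties, the list's median was at percentile 93.93, within the central 95%. The list therefore did not stand apart from other raised proteins, and its choice from raised proteins stays open as the reason for the rise. Without each MS023 library the highest adjusted p was 1.31e-10, which argues against a single library. Of 8 transcripts abundant in immune cells, the median of the mean counts under MS023 was 3, with PTPRC at 0.25, CD3E at 0, NKG7 at 0 and TYROBP at 0.75, which argues against immune cells in the cultures. LYZ (23332.5 counts, 21737.75 in DMSO) and CD14 (231.5 counts, 75.75 in DMSO) are counted in DMSO too, FCER1G had 5.25 counts under MS023 and CD79A 13.5, and of the 4 of these transcripts that were tested, 3 were called higher under MS023. The RNA of the 15 listed genes was higher under MS023, and whether MS023 acts on interferon-response genes in particular also stays open.

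Mitochondrially encoded genes, which the paper does not discuss, took 3.10% of the counts under MS023 (2.40 to 3.58% per library), 0.604% in DMSO (0.526 to 0.667%) and 0.975% under entinostat (0.613 to 1.40%). In 0 of the 16 pairs of MS023 and DMSO libraries was the MS023 share not larger, and 13 of 13 mitochondrial coding genes were differentially expressed and higher under MS023 (median log2 fold change 2.53, edgeR), so that neither chance differences between libraries nor a single gene accounts for the rise. Mitochondrial DNA in the MS023 libraries cannot be told apart from RNA. The counts gained per base differed by 4.63 times between the 13 genes, between the difference of under 3 times set beforehand for DNA and the far larger one set for RNA. The median gain per base was 524616 times that of olfactory receptor genes, but the number of mitochondrial genomes per cell was not measured. More mitochondrial RNA under MS023 also stays open and was not tested otherwise.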

How the results depend on the processing

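Most results kept their direction and their side of the threshold under the alternatives set before the data were examined: the separation of the groups, the number of elevated Fig. 5c genes, the Fig. 5c list as a set (p from 1.7e-08 to 0.0374) and the share of RNA and protein changes with the same sign did so in every fit. The results that did not are given here, and the cause was not tested except where fewer genes or a stricter test gives it by construction.

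For MS023 against DMSO, 3795 genes became 2327 with filterByExpr, which tests fewer genes, 12198 without the fold change threshold and 2012 with glmTreat. Entinostat against DMSO gave 11380 without the threshold and 1839 with glmTreat, MS023 against entinostat 12976 and 2841, and both treatments 8407 and 539. The number of differentially expressed Fig. 5c genes was 36 without the threshold and 9 with glmTreat. With at least 30 counts in 1 compared library, an alternative chosen after seeing the data, 1751 genes were called under MS023, 1839 under entinostat and 573 under both. With DESeq2 as well, the numbers were 1772, 1841 and 591. Fig. 5c genes differentially expressed and lower numbered 1, and 0 with DESeq2, DESeq2's size factors, total counts only, filterByExpr, and DESeq2 with the 30 counts.

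Across the 12 fits that each left out one library, the numbers ranged from 3544 to 3770 genes under MS023, from 3120 to 3237 under entinostat, from 4378 to 4605 between the treatments, from 1227 to 1287 under both and from 0 to 1 for Fig. 5c genes lower (0 without MS023 replicate 1). The goblet list under entinostat had an adjusted p from 0.0264 to 0.0887 across those fits, limma's camera.

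With an estimated correlation in camera (limma), no marker list had an adjusted p under 0.05 against DMSO: it was 0.063 for interferon response, proliferation and enteroendocrine cells under MS023 and for proliferation under entinostat, and 0.0766 for goblet cells under MS023. Enteroendocrine cells under MS023 also had 0.159 with DESeq2 and 0.0557 with filterByExpr. With DESeq2, adjusted p was 0.00026 for stem cells under MS023, and under entinostat 0.00618 for interferon response, 0.0419 for absorptive colonocytes, 0.00622 for goblet cells and 0.0107 for stem cells. Goblet cells under entinostat had 0.0426 without a filter. With fry, which sets no list against other genes, adjusted p was 3.85e-09 for absorptive colonocytes and 3.85e-09 for stem cells under MS023, and under entinostat 1.17e-06 for interferon response, 2.12e-11 for absorptive colonocytes, 3.74e-09 for goblet cells, 0.0173 for enteroendocrine cells and 6.38e-09 for stem cells. Between MS023 and entinostat, compared after the data were seen, enteroendocrine cells had an adjusted p of 0.305 with DESeq2 and 0.0543 with filterByExpr, and proliferation had 0.0114 with total counts only and 0.00134 with fry. The direction reversed for absorptive colonocytes with DESeq2 (0.279), total counts only (0.897), filterByExpr (0.847) and fry (3.17e-09), and for stem cells with total counts only (0.849) and filterByExpr (0.987). With an estimated correlation, interferon response, goblet cells and enteroendocrine cells had 0.0351.

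Some single genes reversed. With total counts only, log2 fold changes were 0.0128 for GSN under MS023, and between MS023 and entinostat 0.0665 for TJP1, 0.0967 for PRMT1, 0.0417 for PRMT2 and 0.00131 for PRMT3. DLL1 under entinostat, which is at the floor in both groups, had fitted values from -2.88 to 1.61 across the 12 fits (1.61 without DMSO replicate 3). SLC9A3 under MS023 ranged from -0.00236 (without MS023 replicate 2) to 0.151, and CDH1 between the treatments from -0.00934 (without MS023 replicate 4) to 0.0579, with -0.00722 without entinostat replicate 3. Of the other single gene results, 13 became weaker and 8 stronger under other alternatives, and 11 weaker and 5 stronger without 1 library.

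With total counts only, the share of higher genes between MS023 and entinostat went from 59.6% to 70.3%. The median log2 fold change of all genes under MS023 was 0.07, and 0.16 with total counts only, 0.13 with DESeq2 and 0.10 with its size factors. Between the treatments it was 0.03, and 0.22 with total counts only. Small changes hold only relative to these shifts.

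The replicate numbers do not pair the libraries: 2 of 12 same-numbered pairs had a correlation of their deviations above 0.1 (-0.26 to 0.16, mean -0.031). With the replicate block, 3661 genes were called under MS023, 3160 under entinostat, 4504 between the treatments and 1251 under both. Depth limits NEUROG3, ATOH1, DLL1, MSI1 and GFI1, which had at most 10 counts in any DMSO library.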

Differences from the paper's values

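Fig. 5a shows about 1200 genes changed by entinostat only, read by eye, against 1936 here, about 1200 changed by MS023 only against 2483 here, and about 590 changed by both against 1312 here. The authors' deposited table passes 1250, 1181 and 591 genes. Of the alternatives set before the data were examined, the paper's DESeq2 parameters (1665), filterByExpr (1353) and glmTreat (1300) brought the entinostat number within 1.5 times the paper's, filterByExpr (1317) and glmTreat (1473) did so for MS023, and only glmTreat (539) did so for the overlap. The other alternatives did not. With DESeq2 and at least 30 counts in 1 of the compared libraries, which was chosen after seeing the values, 1841 genes were called under entinostat, 1772 under MS023 and 591 under both, the numbers in the authors' table, and 10 Fig. 5c genes were differentially expressed. With edgeR and that threshold, 573 genes were called under both.

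The paper states that no Fig. 5c gene was significantly decreased, a value of 0, against 1 here, GADD45GIP1 with a log2 fold change of -1.03. With DESeq2, DESeq2's size factors, total counts only, filterByExpr, and without MS023 replicate 1, the number was 0, and no filter, separate fits of the compared groups, the replicate block and the fits without each other library gave 1; no other alternative was set for this count before the data were examined. The log2 fold change in the authors' table is -0.994. At an adjusted p-value under 0.05 without a fold change threshold, 7 genes of the list were lower here.

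Fig. 5c does not mark DLL1, MSI1 and GFI1 as differentially expressed, and they were called here, DLL1 at least 2.38-fold higher and MSI1 and GFI1 with log2 fold changes of 2.33 and 1.81. With filterByExpr and with the 30 counts added after seeing the values, fewer genes of the list were called (10 and 11). The method behind Fig. 7c is not described on its own, its legend names a log2 change of normalized fluorescence, and it was only assumed to show these RNA libraries. If it does, its bars of about 1.1 and 1.4 for CDH1 and TJP1 under MS023 and about 1.1 and 1.5 under entinostat, read by eye, lie near the linear folds here of 1.12, 1.32, 1.10 and 1.43 and not near the log2 values of 0.17, 0.40, 0.14 and 0.51. In Fig. 5b the colours of some columns go with another group than their labels.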

Other observations

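In this part, the tests of scaling, of the alkaline phosphatase genes, of the columns of Fig. 5b, of the authors' count threshold, of marker lists between the treatments, of unadjusted p-values and kinds of split in the refitted splits and of the size of the gain in olfactory receptor genes were chosen after the result was seen.

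Of 3795 differentially expressed genes under MS023, 82.6% were higher. With total counts only the share was 85.8%. The mean TMM factor was 1.00 in DMSO and 1.07 under MS023, so total counts move every gene upward under MS023. That share cannot decide about scaling, which stays open. Among the 741 genes with a mean of at least 100 normalized counts, 69.1% were higher (exact 95% interval 65.6 to 72.4%). The lowest shares over 3 equal classes of GC content and of exon length were 77.4% and 80.7%. The shares by count, GC content and exon length argue against low counts, GC content and length as the whole cause. Genomic DNA in the MS023 libraries was tested through 404 olfactory receptor genes, and this test came out in the direction of DNA: they took 1.18 CPM in DMSO, 4.19 under MS023 and 2.14 under entinostat, a log2 ratio of 1.83 (two-sided exact permutation test, p = 0.0286), with 63 to 77 counts per MS023 library against 11 to 23 in DMSO. More DNA, or a low level of transcription of such genes, could give this, and both stay open. The size of the gain was then examined. DNA adds the same counts per base to every gene, and 99.7% of the 3108 higher genes with a known length gained more than 3 times what olfactory receptor genes gained per base (median 100.8 times), which argues against DNA as the cause for those genes and leaves it open for the other 9.

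Other splits of the 8 libraries of a comparison were refitted. The real split was the only 1 of 35 with as many differentially expressed genes for MS023 against DMSO, for entinostat against DMSO and for MS023 against entinostat, and 1 of 60 divisions of the 12 libraries, the real one, gave as many genes changed by both treatments. In each comparison the 34 other splits gave 0 differentially expressed genes, and the 59 other divisions gave 0 changed by both. At an unadjusted p under 0.05 (edgeR), MS023 against DMSO had 12835 genes in the real split and at most 1942 in another, entinostat against DMSO 12035 and at most 1964, MS023 against entinostat 13513 and at most 1945, and both treatments 9073 and at most 1321. The real split was also the 1 of 35 with as many differentially expressed Fig. 5c genes and the 1 of 35 with as many of those lower, but where no gene at all is called in another split these 2 counts say nothing about the list, and they lend no support to the call of GADD45GIP1. As many elevated Fig. 5c genes came from 9 of 35 splits, and 8 of those were splits that keep 3 of 4 libraries of each group together. For the list as a set 2 of 35 splits had as small a p, 1 of them of that kind, and for the share of RNA and protein changes with the same sign 3 of 35 splits reached as large a value, 2 besides the real one, both of that kind. Pearson's r between RNA and protein changes was as large in 8 of 35 splits, 7 of them of that kind. The 16 splits of that kind still hold part of the difference between the groups, and they gave at least 30 elevated genes, a share of at least 90.7% and an r of at least 0.812, so for these measures the counts do not decide whether the real split stands apart. The 18 splits that keep 2 of 4 gave at most 29 elevated genes against 34, at most 58.1% against 93.4% and an r of at most 0.137 against 0.822, and in 0 of them was the p of the set as small.

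Among the marker lists under MS023, proliferation genes were lower (median log2 fold change -0.54, 17 of 18 lower, none past the fold change threshold, camera adjusted p = 8.41e-09, limma, 1 of 35 splits). Goblet genes had a median of 0.85 with 7 of 7 tested higher (0.0166, 2 of 35 splits) and enteroendocrine genes were higher in 5 of 5 tested (0.00351, 2 of 35 splits), with a fitted median of 4.91 and 1.66 with genes at the floor set to their bound. The list holds NEUROG3, which is also in Fig. 5c. Absorptive colonocyte genes had a median of 0.94 (0.0885, 5 of 35 splits) and stem cell genes 0.22 (0.12 with genes at the floor set to their bound; 0.251, 2 of 35 splits). Under entinostat, proliferation genes were also lower (median -0.57, 1.66e-09, 1 of 35 splits). The other lists were not past an adjusted p of 0.05 under entinostat: interferon response 0.50 (0.17, 4 of 35 splits), absorptive colonocytes 0.83 (0 with genes at the floor set to their bound; 0.544, 12 of 35 splits), goblet cells -1.04 (0.0668, 3 of 35 splits), enteroendocrine cells -1.64 (-0.07 with genes at the floor set to their bound; 0.491, 20 of 35 splits) and stem cells -0.16 (0.20 with genes at the floor set to their bound; 0.544, 11 of 35 splits). Under MS023, the other splits with as small a p keep 3 of 4 libraries of each group, and so part of the difference, for goblet (1), enteroendocrine (1) and absorptive colonocyte genes (4), while the 1 for stem cell genes keeps 2 of 4. Under entinostat all were of the first kind for interferon response (3) and goblet cells (2), and both kinds occurred for the other 3 lists. The lists were compared directly between MS023 and entinostat after the data had been seen (camera, adjusted over the 6 lists, limma). Interferon-response (adjusted p = 5.64e-08, 1 of 35 splits), goblet (0.00171, 1 of 35 splits) and enteroendocrine genes (0.00319, 2 of 35 splits, the other one keeping 3 of 4 libraries of each group) were higher under MS023, and proliferation (0.302, 8 of 35 splits), absorptive colonocyte (0.908, 24 of 35 splits) and stem cell genes (0.914, 27 of 35 splits) were not past the threshold. The interferon list was drawn from proteins raised under MS023, which favours a higher value under MS023.

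The paper measures ALP activity in other samples, and reports a larger rise under entinostat than under MS023 at an equal dose. Its Supplementary Table S1 gives the proteins ALPP and ALPPL2 (another name of ALPG) as raised under MS023. In these libraries ALPG rose by a log2 fold change of 6.51 under MS023 and 2.64 under entinostat, and ALPP by 5.14 and 1.33 (edgeR, 4 libraries per group). ALPI had no count in DMSO and was at least 1.78-fold higher under MS023. ALPL had at most 2 counts in any library. ALPG was higher under MS023 than under entinostat (3.87, adjusted p = 9.64e-28, edgeR). Reads shared between ALPP and ALPG cannot be told apart from counts of each gene: the log2 ratio of ALPP to ALPG was -1.33 (SD 0.78) in DMSO, -2.94 (SD 0.10) under MS023 and -2.79 (SD 0.19) under entinostat. The ratio differed by -1.62 between MS023 and DMSO (exact permutation p = 0.0286) but by -0.15 between the treatments, and DMSO held only 8.02 ± 2.21 normalized counts of ALPP (SD, n = 4), so a constant ratio with few counts of its own in DMSO stays open.

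Of other genes the paper names, VIL1 rose by 0.75 under MS023 and fell by 1.66 under entinostat on the log2 scale, GSN changed by -0.08 and 1.22, SLC9A3 by 0.06 and -0.96 and MKI67 by -0.41 and -0.50. PRMT1 changed by -0.53 and -0.45, PRMT2 by -0.22 and -0.08, PRMT3 by -1.01 and -0.82, CARM1 by -0.39 and -0.10 and PRMT6 by -0.63 and -0.15. SLC9A3 under MS023 (adjusted p = 0.617, edgeR) and PRMT2 under entinostat (adjusted p = 0.124) were not past the threshold. The GSN direction under MS023 reverses with total counts only.

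Of the Fig. 5c genes, 4 were differentially expressed in opposite directions by the 2 treatments, NEUROG3, IHH, ATOH1 and NOX1, of which IHH and NOX1 were chosen after their values were seen. All 4 were also called in opposite directions with total counts only. The mean TMM factor was 1.00 in DMSO, 1.07 under MS023 and 0.94 under entinostat. Total counts thus move genes upward under MS023 and downward under entinostat, the directions of these 4 genes. The outcome with total counts therefore cannot decide about scaling. The difference between the treatments was tested for each (highest adjusted p = 5.28e-11, edgeR). For NEUROG3 the fall under entinostat rests on at most 4 counts per DMSO library, and no fold can be given for it beyond 1.05.

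Of 281 proteins in the paper's Supplementary Table S1, measured in other samples, 258 matched a tested gene, and 241 (93.4%) changed in the same direction in RNA under MS023. Across these genes, which are not independent replicates, Pearson's r was 0.822 and Spearman's rho 0.802. Supplementary Table S1 lists only differentially expressed proteins, each with a log2 fold change above 1 or below -1. Leaving out proteins with small changes can raise the share and both correlations, so these values do not describe all proteins.

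All 12 libraries lay nearest to a library of their own group, which argues against mislabelled columns of the count table as the reason for the colours in Fig. 5b. The 4 entinostat libraries formed 2 pairs: replicates 1 and 2 differed by a chi-square per gene of 1.96 and replicates 3 and 4 by 1.79, against 5.35 to 6.35 between the pairs, and mitochondrial genes took 0.658% and 0.613% of the counts in the first pair and 1.40% and 1.22% in the second. No label or statement of a batch was found for this, and its cause was not tested.

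A count threshold in the authors' calls may account for the smaller numbers in Fig. 5a. With at least 30 counts in 1 compared library as the rule, 0 genes of either comparison in the authors' table broke it, while 1466 of 3238 genes at or past both stated thresholds under MS023 and 1002 of 2843 under entinostat were not passed. The paper's text does not name such a threshold, and the rule was found from the same table.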
